# Nbs1 ChIP-Seq Identifies Off-Target DNA Double-Strand Breaks Induced by AID in Activated Splenic B Cells

**DOI:** 10.1371/journal.pgen.1005438

**Published:** 2015-08-11

**Authors:** Lyne Khair, Richard E. Baker, Erin K. Linehan, Carol E. Schrader, Janet Stavnezer

## Abstract

Activation-induced cytidine deaminase (AID) is required for initiation of Ig class switch recombination (CSR) and somatic hypermutation (SHM) of antibody genes during immune responses. AID has also been shown to induce chromosomal translocations, mutations, and DNA double-strand breaks (DSBs) involving non-Ig genes in activated B cells. To determine what makes a DNA site a target for AID-induced DSBs, we identify off-target DSBs induced by AID by performing chromatin immunoprecipitation (ChIP) for Nbs1, a protein that binds DSBs, followed by deep sequencing (ChIP-Seq). We detect and characterize hundreds of off-target AID-dependent DSBs. Two types of tandem repeats are highly enriched within the Nbs1-binding sites: long CA repeats, which can form Z-DNA, and tandem pentamers containing the AID target hotspot WGCW. These tandem repeats are not nearly as enriched at AID-independent DSBs, which we also identified. Msh2, a component of the mismatch repair pathway and important for genome stability, increases off-target DSBs, similar to its effect on Ig switch region DSBs, which are required intermediates during CSR. Most of the off-target DSBs are two-ended, consistent with generation during G1 phase, similar to DSBs in Ig switch regions. However, a minority are one-ended, presumably due to conversion of single-strand breaks to DSBs during replication. One-ended DSBs are repaired by processes involving homologous recombination, including break-induced replication repair, which can lead to genome instability. Off-target DSBs, especially those present during S phase, can lead to chromosomal translocations, deletions and gene amplifications, resulting in the high frequency of B cell lymphomas derived from cells that express or have expressed AID.

## Author Summary

Activation-induced cytidine deaminase (AID) is required for diversifying antibodies during immune responses, and it does this by introducing mutations and DNA breaks into antibody genes. How AID is targeted is not understood, and it induces chromosomal translocations, mutations, and double-strand breaks (DSBs) at sites other than antibody genes in activated B cells. To determine what makes an off-target DNA site a target for AID-induced DSBs, we identify and characterize hundreds of genome-wide DSBs induced by AID during B cell activation. Interestingly, many of the DSBs are within or adjacent to two types of tandemly repeated simple sequences, which have characteristics that might explain why they are targeted. We find that most of the DSBs are two-ended, consistent with their generation during G1 phase of the cell cycle, which is when AID induces DNA breaks in antibody genes. However, a minority is one-ended, consistent with replication encountering an AID-induced single-strand break, thereby creating a DSB. Both types of off-target DSBs, but especially those present during S phase of the cell cycle, lead to chromosomal translocations, deletions and gene amplifications that can promote B cell lymphomagenesis.

## Introduction

Activation-induced cytidine deaminase (AID) is required for initiation of somatic hypermutation (SHM) of Ig variable region genes and class switch recombination (CSR) of IgH genes in B cells during an immune response [1,2]. Both SHM and CSR are required for effective humoral immune responses, and thus humans (and mice) lacking AID are severely immunocompromised. AID deaminates cytosines (dC) in expressed Ig variable region genes and in IgH switch (S) regions, converting dC to uracil (dU), which can then be replicated by DNA polymerase (Pol) to form dC>dT mutations. Alternatively, the dU base is excised by uracil DNA glycosylase (primarily Ung), which leaves an abasic, or apyrimidinic/apurinic (AP) site [3,4]. AP sites cannot be copied by high-fidelity DNA Pol, but can serve as templates for error-prone translesion DNA Pols, which insert any base across from the AP site. Alternatively, AP sites are incised by AP-endonucleases (Ape1/Ape2, also termed Apex1/Apex2) to create single-strand DNA breaks (SSBs). If SSBs on opposite strands are sufficiently near each other, they form a double-strand break (DSB). If they are farther apart, they can still generate DSBs with the help of the mismatch repair (MMR) system, after recognition of a dU:dG mismatch by Msh2-Msh6, followed by excision of one strand from a nick created by Ape1/2 [5]. During CSR, AID-dependent DSBs are induced within IgH S regions, which are highly enriched in the AID target hotspot, WGCW, in which W is A or T, and the C on both strands is a hotspot target, thus increasing the probability of AID-induced SSBs leading to DSBs.

For unknown reasons, AID acts predominantly on Ig genes in activated B cells, although it can act at other sites in the genome with reduced frequency. This was first demonstrated by the finding of AID-dependent mutations in several actively transcribed non-Ig genes in germinal center B cells, where AID is highly expressed and SHM of Ig genes occurs [6–11]. In addition, AID has been demonstrated to instigate off-target DSBs and chromosomal translocations in B cells induced to undergo CSR in culture [12–22]. Chromosomal deletions, duplications, and translocations are found in human B cell lymphomas and gastric and prostate cancers, many of which might be instigated by AID [23–25]; thus, it is important to understand what causes non-Ig chromosomal sites to become susceptible to AID-dependent DSBs. Furthermore, what causes some off-target sites mutated by AID to progress to DSBs is unknown.

Genome-wide AID-dependent DSBs have been detected in mouse splenic B cells undergoing CSR by using Nbs1-ChIP followed by hybridization to tiling arrays of the entire genome (ChIP-chip) [15]. Nbs1 has been shown to bind AID-dependent DSBs, most strongly at the IgH Sμ region, which is the upstream/donor S region for most CSR events [15,26]. CSR occurs by non-homologous end-joining (NHEJ) in the G1 phase of the cell cycle [5]. Consistent with this, Ku70-Ku80 and DNA-PKcs bind to S region DSBs, and cells deficient in these NHEJ proteins show reduced CSR [27,28]. Recent results suggest that during CSR, blunt or nearly blunt DSBs are recombined by NHEJ, but those with longer 3’ ss tails recombine using micro-homology-mediated end-joining, also termed alternative-end joining (A-EJ) [29]. The Mre11-Rad50-Nbs1 (MRN) complex and CtIP are important for end-resection during A-EJ, which also occurs during G1 phase [29–34]. Ku binding at DSBs is transient, as Ku slides away from DSB ends [35], and Ku80 is rapidly ubiquitinated by RNF8 [36]. MRN could subsequently bind DNA ends that are not rapidly recombined by NHEJ, perhaps because they do not have the correct blunt structure. A-EJ, rather than NHEJ, has been shown to be involved in AID-dependent chromosomal translocations in mouse cells [37–39]. Homologous recombination in G2 phase cells also involves MRN, with more extensive end-resection by CtIP [40,41]. By using Nbs1 ChIP, our screen could be biased towards detecting off-target DSBs that are not immediately repaired/recombined, and are therefore capable of causing genomic instability.

In this study, we identify off-target AID-dependent DSBs in mouse splenic B cells induced to switch in culture using Nbs1 ChIP-Seq, as this allows a more precise determination of the Nbs1-binding sites than does ChIP-chip. The Nbs1-binding sites separate into different classes, 66–70% are within genes/regions transcribed by RNA polymerase II (Pol II), many contain tandem repeats of the AID hotspot target motif, WGCW, and others have tandem CA repeats but very few AID hotspots, and most are two-ended DSBs but a minority are one-ended, indicating they were generated by replication. Our data suggest that whether an AID-induced deamination progresses to a SSB, and then on to a DSB, is highly dependent upon its sequence context, and we have identified sites where AID-induced mutations are prone to generate DSBs.

## Results and Discussion

To detect AID-dependent off-target DSBs, we performed two independent experiments in which we cultured wild-type (WT) and *aid* ^*-/-*^ splenic B cells for two days under conditions that induce CSR to IgG3 (LPS+anti-IgD dextran), and performed ChIP-Seq using antibody to Nbs1. 

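Splenic B cells are the mature B lymphocytes of the mouse spleen, and LPS with anti-IgD dextran activates them in culture. ChIP-Seq with antibody to Nbs1, a subunit of the MRN complex that binds DNA ends, recovers DNA near DSBs, and cells that lack AID serve as the background. In each experiment 1 WT library and 1 *aid* -/- library were made after 2 days with 25 µg/ml LPS, 10 ng/ml anti-IgD dextran and 50 ng/ml BAFF, so there was 1 culture per genotype in Exp 1 and another in Exp 2. The paper gives 6031566 reads for WT and 17620060 for *aid* -/- after duplicate removal in Exp 1, and 12068745 and 19214464 in Exp 2. Reads were 36 bp single-end in Exp 1 and 50 bp paired-end in Exp 2. The authors removed all duplicate mappings in Exp 1 and retained 2 duplicates in Exp 2. They kept unique alignments to mm9, called peaks on the WT library with the *aid* -/- library of the same experiment as control, filtered them by tag number and enrichment, and deposited 1 list of sites per experiment. The lists hold positions and names, without tag counts, folds or scores, so the depth behind a single site is unknown here and the enrichments were not recomputed.

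Each deposited site was joined by name and position to its line in S1 or S2 Table, which supplied the annotations (Pol II, AID, Spt5, translocations, *xTSS*, ChIP-chip, one-ended DSB, WGCW and CA). Sequence came from the NCBIM37 assembly, which is mm9, and genes from GENCODE M1. Shares of sites are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only. The units are sites and not cultures. Read length, platform, depth and duplicate removal all differ between the experiments, so a difference between the lists cannot be assigned to any of them.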

Two days of culture is optimal for detecting AID-dependent DSBs in S regions [42], and is the same timepoint used previously to identify genome-wide AID-dependent DSBs by Nbs1 ChIP-chip [15]. The immunoprecipitated samples were first evaluated by quantitative PCR (Fig 1A), which shows that Nbs1 binds to Sμ but not Cμ in WT B cells induced to switch, and does not bind to Sμ or Cμ in *aid* ^*-/-*^ cells. Immmunoprecipitated DNA was prepared for Illumina deep sequencing, and the sequences aligned to the mouse genome. The findPeaks program from the Homer suite [43] was used to identify regions enriched in the WT ChIP relative to the *aid* ^*-/-*^ ChIP, and an ad hoc filtering scheme was applied to eliminate peaks with low tag numbers and/or low WT: *aid* ^*-/-*^ enrichment. 801 and 284 AID-dependent Nbs1-binding sites were identified in experiments (Exps) 1 and 2, respectively (S1 and S2 Tables). Of these sites, 37 were identified in both experiments, termed reproducible AID-dependent sites (S3 Table). 

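The Exp 1 sites cover 1601038 bp and the Exp 2 sites 568000 bp. Every Exp 2 site and 800 of the Exp 1 sites span 2000 bp. The exception, Exp1_chr2-37, spans 1038 bp on chromosome 2 from 181747050 to 181748087, where it ends at the last base of the chromosome. Sites lie on all 19 autosomes, and 0 sites lie on chromosome X or Y in either list. The proportions of sites per chromosome were not distinguishable between the lists (chi-square = 15.8, p = 0.611, permutation test of the experiment labels over sites with 100000 resamples). When sites within 100 kb of each other were counted as 1, which left 749 and 275 sites, chi-square was 13.7 (p = 0.752, permutation test).

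In Exp 1, 497 of 801 sites (62.0%, 58.6–65.4) overlapped an annotated gene, and in Exp 2 165 of 284 did (58.1%, 52.1–63.9). Of 10000 random 2000-bp intervals with the same chromosome distribution, 44.4% overlapped a gene, fewer than in Exp 1 (adjusted p = 3.09e-21, Fisher's exact test) and in Exp 2 (adjusted p = 1.29e-05, same test). The center of the Exp 1 site was in an intron at 344 sites, a coding exon at 50, a UTR at 36 and another exon at 16, and was intergenic at 355. The corresponding numbers in Exp 2 were 87, 24, 24, 5 and 144.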

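When extended sites that overlap by at least 1 bp were paired, 37 Exp 1 sites met 37 Exp 2 sites, each in a single pair, and all 37 merged intervals had the position of a line in S3 Table. They make up 4.62% of the Exp 1 sites (3.27–6.31) and 13.0% of the Exp 2 sites (9.34–17.5). The centers of a pair were 79 bp apart in the median and 1364 bp at most, and the merged intervals covered 79144 bp. Random placement of the Exp 2 sites on their own chromosomes gave 0.371 shared sites on average and 4 at most (p = 0.0001, one-sided permutation test with 10000 placements, the smallest p they can give). A shift of each Exp 2 site by 10 kb to 1 Mb, which keeps its neighborhood, gave 0.617 on average and also 4 at most. The number shared changed little with the overlap required, from 33 with centers within 250 bp to 41 with centers within 10 kb. The largest change came with a stricter list, the sites with the lower peak numbers on each chromosome (405 in Exp 1 and 146 in Exp 2), which shared 21 sites against 0.0928 by chance (p = 0.0001, permutation test).

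**Figure D1:**
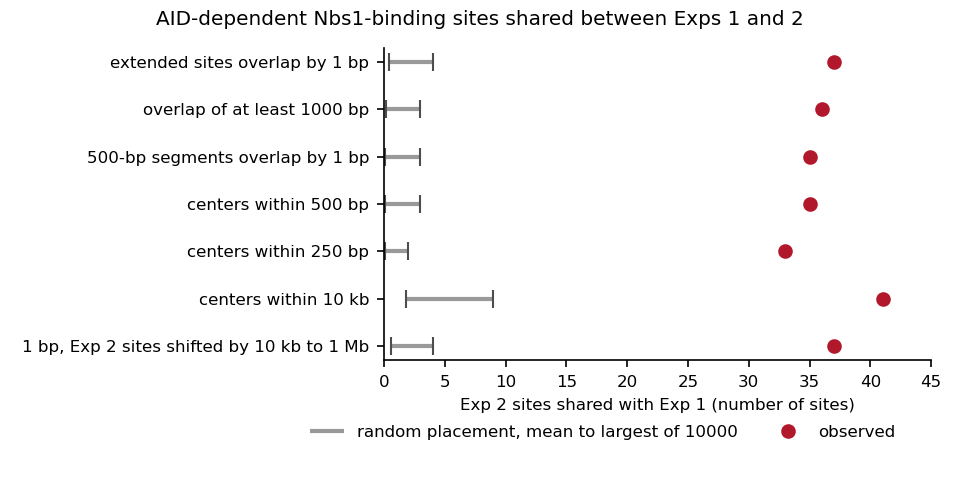
Number of Exp 2 sites shared with Exp 1 (x axis, sites) under each definition of a shared site (y axis). Red points are the observed numbers, and gray bars run from the mean to the largest number in 10000 random placements; the observed numbers lie between 33 and 41, and the largest by chance is 9, for centers within 10 kb.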

The variation between cultures is likely an indication of the transient nature of these DSBs, and that each experiment captures only a subset of genome-wide AID-induced DSBs. Variance could be caused by differences in AID targeting, differences among cells at any of the subsequent steps required to generate DSBs, and to unknown experimental differences. We also identified 28 reproducible AID-independent Nbs1-binding sites that had similar numbers of tags in both WT and *aid* ^*-/-*^ cells in both experiments (S4 Table).

**Fig 1:**
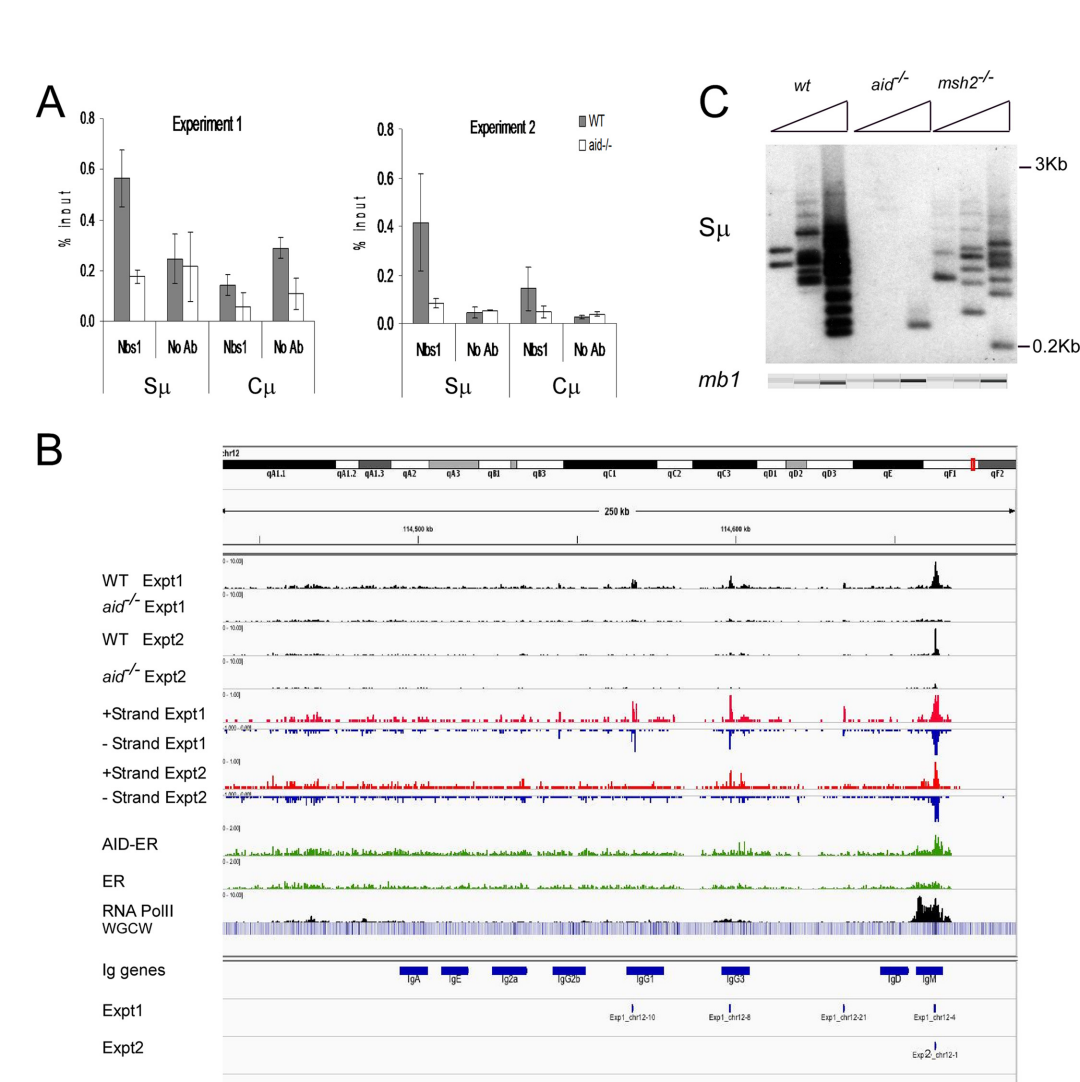
Nbs1 binds at IgH Sμ in cultured mouse splenic B cells induced to undergo CSR. **A**: Quantitative PCR analysis of Nbs1 ChIP material used for deep sequencing. Mean % input +/- SEM are shown. **B**: Browser tracks for Nbs1 ChIP at the IgH locus in WT and *aid* ^*-/-*^ cells in both experiments (plotted as numbers of aligned tags per million sequences) along with tracks showing the plus (red) and minus (blue) strand coverage for the WT samples. Below that are coverage tracks (green) for AID-ER and control ER ChIP’s and for Pol II binding (black). Below this, a heat map shows the concentration of WGCW sites, allowing the localization of IgH S regions. Below this are the locations of the 8 Ig C_H_ region genes (including I exons and S regions), labeled “IgM”, etc. Below the gene annotations are two bars indicating the Nbs1-binding sites called in Exp 1 and Exp 2. Each called site is mapped as a 0.5 kb segment. **C**: Ligation-mediated PCR (LM-PCR) analysis shows DSBs detected at Sμ in WT, *aid* ^*-/-*^ and *msh2* ^*-/-*^ cells. In all LM-PCR assays in this report, 3-fold titrations of template DNA were used, and the *mb-1* gene was amplified as an internal control for template input, and assayed using microfluidics (QIAxcel Advanced instrument).

To compare the Nbs1-binding sites with AID-binding sites under our experimental conditions, we transduced activated *aid* ^*-/-*^ splenic B cells with the retrovirus pMX-PIE-AID-ER [44]. This retrovirus expresses AID with a C terminal estrogen receptor (ER) tag, allowing us to enforce nuclear expression by treatment with tamoxifen, immunoprecipitate with anti-ER antibody, and use ChIP-Seq to detect AID binding in the genome. *Aid* ^*-/-*^ cells transduced with retrovirus expressing the ER tag alone served as control. To determine if the Nbs1-binding sites were located in regions transcribed by RNA Pol II, we also performed ChIP-seq for Pol II, in both WT and *aid* ^*-/-*^ cells. We found no difference in the patterns of Pol II binding between WT and *aid* ^*-/-*^ cells, except at the AID gene itself.

Fig 1B shows browser tracks for Nbs1 binding detected at the IgH locus in WT and *aid* ^*-/-*^ cells in both experiments along with tracks showing the plus (red) and minus (blue) strand coverage in WT cells for each experiment. Also shown are AID-ER binding, Pol II binding, and a heat map showing the concentration of WGCW sites, allowing the localization of IgH S regions. Below the gene annotations are bars indicating the Nbs1-binding sites identified in Exps 1 and 2. As expected, the Sμ region has a strong Nbs1-binding signal, with enrichments of 26- and 6-fold in WT cells relative to *aid* ^*-/-*^ cells, in Exps1 and 2, respectively. 

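The Sμ site of Exp 1 (Exp1_chr12-4) lies on chromosome 12 of mm9 from 114661964 to 114663963, and that of Exp 2 (Exp2_chr12-1) from 114662063 to 114664062. The Cμ gene, annotated as *Ighm* on the minus strand from 114659078 to 114660941, is 1023 bp from the Exp 1 site and 1122 bp from the Exp 2 site. The merged Sμ interval of 2099 bp holds 203 WGCW motifs, or 9.67 per 100 bp. The names of the sites end in the number of the peak on its chromosome, and Sμ was number 4 in Exp 1 and number 1 in Exp 2. Tag numbers at Sμ were not analysed here.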

Fig 1C shows a representative ligation-mediated (LM)-PCR experiment to demonstrate DSBs in the Sμ region in cells activated identically as for ChIP-Seq experiments. This assay shows that Sμ DSBs are AID-dependent and are also decreased in *msh2* ^*-/-*^ cells, as previously reported [42,45]. Msh2-deficiency does not decrease cell proliferation or increase cell death in these cultures. Note that although there appears to be an AID-dependent Nbs1 signal at Sγ3, the signal is below the Homer peak-calling threshold. 

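At the position of the IgG3 gene in Fig 1B the Exp 1 list holds Exp1_chr12-8, on chromosome 12 from 114597388 to 114599387, whose center falls in a coding exon of the gene that GENCODE M1 names AI324046 (114597876 to 114599443, minus strand). The Exp 2 list has no site there, and its nearest site, Sμ, is 62620 bp away. The sequence of Exp1_chr12-8 has 1.60 WGCW per 100 bp and no WGCW or CA tandem repeat. The WGCW density is higher 5' of the gene, where the interval from 114601444 to 114603443 has 4.60 per 100 bp. The Exp 1 list also holds Exp1_chr12-10 over *Ighg1* (114566651 to 114568650) and the intergenic site Exp1_chr12-21 (114633206 to 114635205). S1 Table marks Pol II at each of these 3 sites, and AID and Spt5 at Exp1_chr12-10 alone.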

The low signal at Sγ3 is consistent with the hypothesis that DSBs at acceptor S regions are limiting for CSR [46,47], and thus they rapidly undergo recombination with Sμ and do not persist. In fact, there are fewer AID-dependent aligned tags at Sγ3 than at several off-target sites in the genome.

Binding of AID-ER relative to the ER background is detected across the Sμ and Sγ3 regions, and there is also some binding above background at other sites in the IgH locus shown in Fig 1B. Over-expressed AID has been reported to bind at thousands of sites in ChIP-Seq experiments in activated splenic B cells [16], but we detect little binding of AID-ER at other sites across the genome. In our experiments, AID-ER is not over-expressed, but instead expressed at levels equivalent to endogenous AID. (We determined this by quantitative RT-PCR using equally efficient primers specific for mRNA for endogenous AID or transduced AID-ER [48].) Also, AID binding to DNA might be only transient [49].

RNA Pol II binding is robust across the entire Iμ-Sμ-Cμ gene (labeled IgM in Fig 1B), starting upstream of the mapped gene, as expected because these cells are transcribing μ mRNA and μ germline transcripts. As previously reported, Pol II pauses and accumulates at Sμ [50,51]. We also observed an accumulation of Pol II at the 3’ end of the Cμ gene, likely due to pausing during transcription termination [52]. Pol II binding is much weaker across the Iγ3-Cγ3 gene, consistent with the fact that the rate of transcription of γ3 germline transcripts is much less than that of μ RNA in activated IgM+ B cells.

### Off-target AID-dependent Nbs1-binding sites correspond to AID-dependent DSBs

To verify that the off-target AID-dependent Nbs1-binding sites are located at AID-dependent DSBs, we performed LM-PCR for several of the sites, using activated B cell DNA from two or more biologically independent experiments. We examined 6 of the 37 reproducible sites and 7 that were detected only in Exp 1. Eleven of these 13 Nbs1-binding sites showed AID-dependent DSBs in at least two independent experiments (Figs 2 and S1–S4; S1–S3 Tables). 

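The primers and probes in S5 Table place these sites. All 32 oligonucleotides were found in the mm9 sequence within 3000 bp of the coordinate the paper gives, 28 of them within 1200 bp of the center of a site. The 6 reproducible sites lie on chromosomes 8, 13, 15, 17 (a pair of sites) and 18, and the 7 sites of Exp 1 only on chromosomes 1, 2 (a pair), 5, 6 and 16 (a pair). The chromosome 15 site is in an intron of *Spag1* (Exp1_chr15-7, 36143424 to 36145423) and carries a CA repeat, 78 bp long without gaps and 252 bp long when gaps are allowed. The chromosome 18 site is in an intron of *Gypc* (Exp1_chr18-5, 32711793 to 32713792), with 344 bp of WGCW repeats at 17.2 WGCW per 100 bp. Of the sites found in Exp 1 only, Exp1_chr1-19 (75473487 to 75475486) is in an exon of *Chpf*, Exp1_chr16-22 (31992841 to 31994840) in an intron of *Senp5*, and Exp1_chr2-11 (58277558 to 58279557) in an intron of *Acvr1* with 670 bp of WGCW repeats. Exp1_chr6-7 (69465365 to 69467364) is annotated to antibody parts in S1 Table. S1 Table marks the *Gypc* and *Acvr1* sites as negative by LM-PCR.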

The cultures used for the LM-PCR experiments were independent of those used for the Nbs1 ChIP-seq experiments, suggesting that most of the AID-dependent DSBs are reproducible, despite the fact that they were not detected by Nbs1-ChIP in both experiments. Although Ig Sμ DSBs are detected reproducibly by LM-PCR in populations of B cells undergoing CSR, 50–150 cell-equivalents of genomic DNA are required to detect one Sμ DSB, suggesting they are present in only a small proportion of the cells at any one time [45,46]. Sμ DSBs are reproducibly detected in our ChIP-chip and ChIP-Seq experiments, including a few experiments that we do not include in this report. The weaker Nbs1 signals and fewer DSBs detected in LM-PCR assays of the off-target sites, relative to Sμ indicate that off-target DSBs are much less frequent. To detect one Sγ3 DSB in switching cells in our LM-PCR requires approximately 350–1100 cell-equivalents of genomic DNA. As Sγ3 DSBs are at the borderline of detection by Nbs1 ChIP-Seq, this suggests that the reproducible off-target DSBs are present in a somewhat greater proportion of cells than Sγ3 DSBs at any one moment. This low frequency could explain why two of the 13 Nbs1-binding sites tested by LM-PCR assay did not show AID-dependent DSBs.

**Fig 2:**
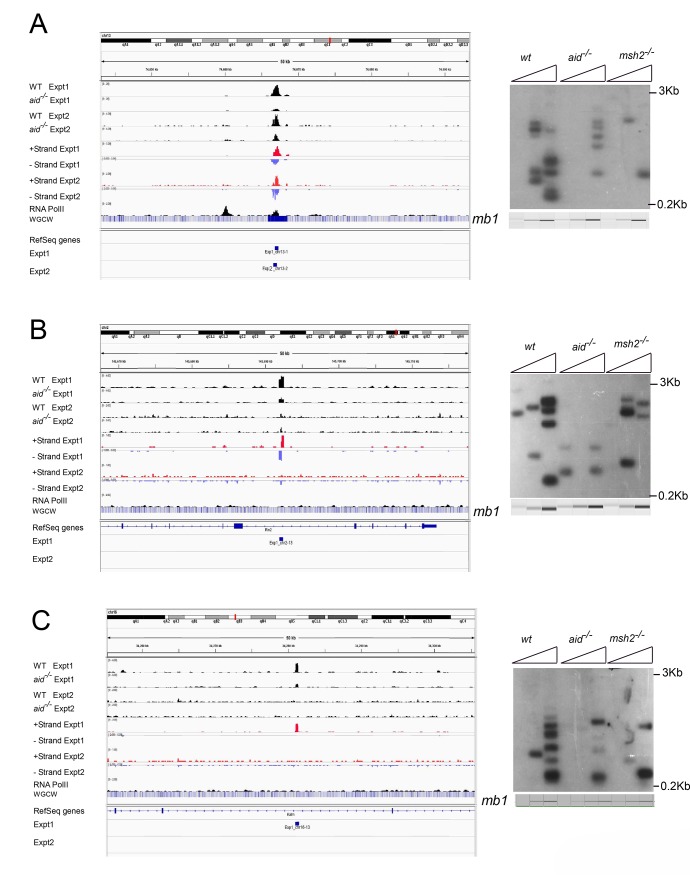
Three off target AID-dependent DSBs: browser tracks and LM-PCRs. **A:** Reproducible AID-dependent site on chromosome 3. **B, C:** Sites on chromsomes 2 and 16, respectively, called in Exp 1 only. Panel C shows an example of a one-ended DSB. S1–S4 Figs present additional examples of browser tracks and LM-PCR results for off-target AID-dependent DSBs.

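The reproducible site of panel A was called on chromosome 13 of mm9, from 74666065 to 74668064 in Exp 1 (Exp1_chr13-1) and from 74665863 to 74667862 in Exp 2 (Exp2_chr13-2). It is intergenic, and the nearest annotated gene, *Zfp825*, is 45472 bp from the Exp 2 site. WGCW repeats cover 983 bp of the Exp 1 site. The site of panel B (Exp1_chr2-13, chromosome 2, 145691186 to 145693185) is in an intron of *Rin2*, and S1 Table does not mark Pol II there. The site of panel C (Exp1_chr16-13, chromosome 16, 34280263 to 34282262) is in an intron of *Kalrn*, with Pol II, and is annotated as one-ended. Neither the *Rin2* nor the *Kalrn* site carries a WGCW or CA tandem repeat. Their sequences have 1.55 and 2.10 WGCW per 100 bp, close to the 1.99 of random intervals without such repeats.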

Examining strand specificity of the aligned tags provided further evidence that Nbs1 binding sites correspond to DSBs. Note that in the browser tracks of off-target sites shown in Fig 2A and 2B, the minus strand tags are located to the left of the plus strand tags. This is different from what is observed in ChIP-Seq data for transcription factors, where the plus strand tags are located to the left of the minus strand tags, as diagrammed in Fig 3A. In contrast, ChIP for proteins that bind at either side of a DSB should lead to the pattern observed in Figs 2A, 2B, S1 and S2, as diagrammed in Fig 3B and further explained in the figure legend. This pattern is reproducibly found at nearly all AID-dependent binding sites, unless there is a broad peak of Nbs1-binding, indicating numerous DSBs, which obscures this pattern (S3 and S4 Figs). This asymmetric pattern was also seen in most of the reproducible AID-independent sites, indicating these are also true DSBs (browser views available in the GEO database accession #GSE66424). The LM-PCR results and the strand-specific positions of the aligned tags relative to the called Nbs1 peaks indicate that most of the Nbs1-binding sites are indeed DSBs.

**Fig 3:**
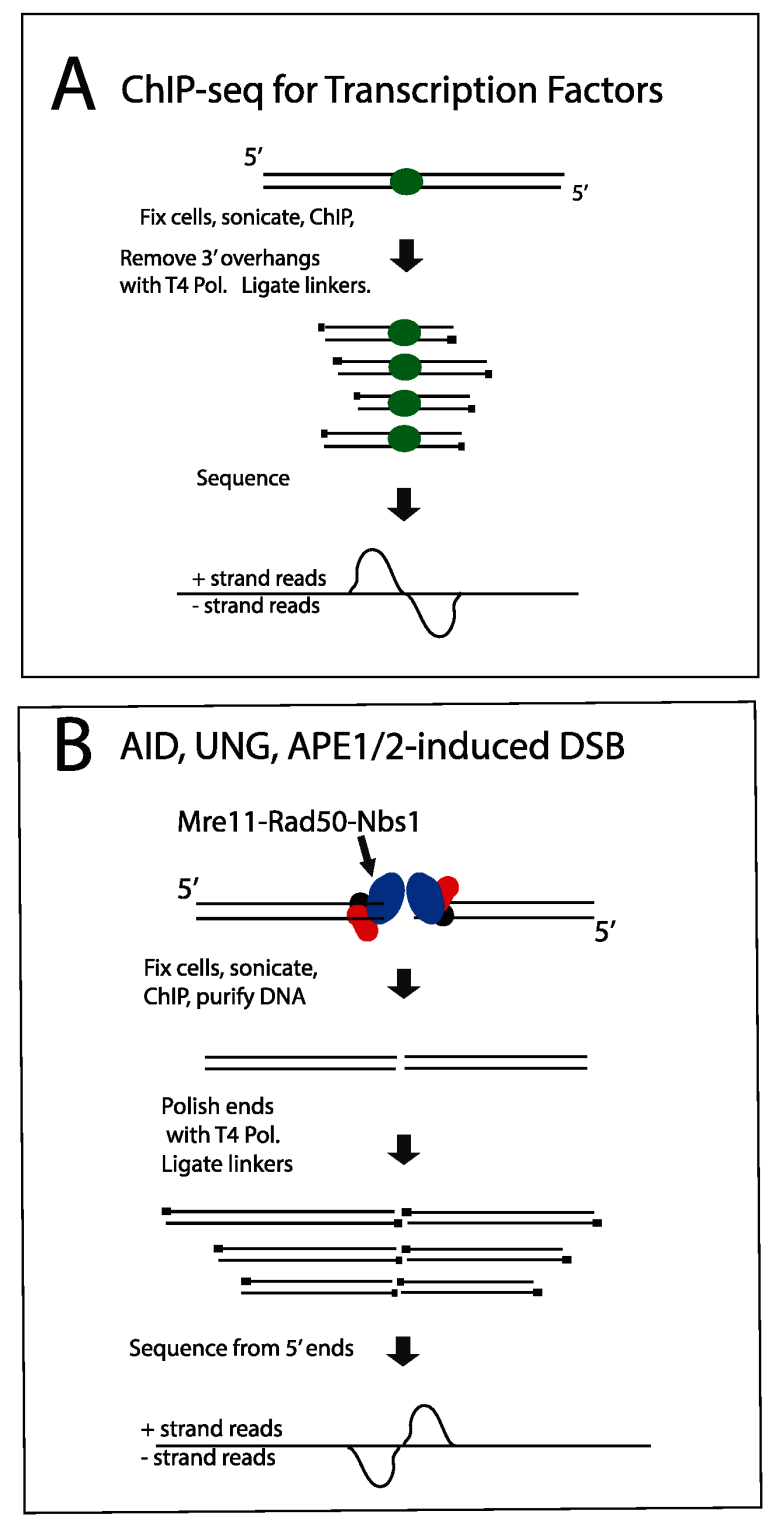
Diagram explaining orientation of +/- strand tags in ChIP-Seq. **A**: **Transcription factors.** After sonication and ChIP for a transcription factor, DNA ends are polished with T4 Pol, and linkers are ligated to the 5’ ends of the fragments. Sequencing initiates at the primers, resulting in plus strand sequences to the left/upstream of the transcription factor binding sites, and minus strand sequences on the right side of the binding sites. **B: DSBs.** The aligned sequences will pile up at the DSB, whereas the break due to sonication will be variable in position. Thus, when the sequences are aligned with the genome, the DSB position will be prominent relative to the sonicated ends. In this case, sequences obtained from the DSB end will correspond to the minus strand to the left of the DSB and correspond to the plus strand to the right of the DSB. If there were extensive resection at the DSB, the two peaks on the opposite strands would be separated from each other, but we do not observe this.

### One-ended DSBs

AID-dependent Sμ DSBs are generated and repaired/recombined during G1 phase [26,45,46]. Interestingly, ~6% of the AID-dependent DSBs (Table 1; example shown in Fig 2C) have tags that align on only one of the two strands, consistent with the pattern expected if the DSB is one-ended, as would be generated when DNA Pol encounters a SSB during replication. 

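Joined to the one-ended annotation of S1 and S2 Tables (a strand bias of at least 2.8-fold), 65 of 801 Exp 1 sites (8.11%, 6.32–10.2) and 3 of 284 Exp 2 sites (1.06%, 0.218–3.06) are one-ended, which is 68 of 1085 over both lists (6.27%, 4.90–7.88). The share was higher in Exp 1 than in Exp 2 (p = 2.66e-06, two-sided Fisher's exact test on sites; adjusted p = 2.66e-05 over the annotations). It stayed higher without the sites that carry CA repeats (6.52% against 1.04%, p = 0.00173, Fisher's exact test). The setting that moved it most kept the sites with the lower peak numbers, where 39 of 405 Exp 1 sites (9.63%) and 0 of 146 Exp 2 sites were one-ended (p = 5.45e-06, Fisher's exact test). Tag numbers per site are not in the lists. From tags on only one strand the paper proposes that these DSBs are one-ended, generated when DNA Pol encounters a SSB during replication.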

As a comparison, we performed the same analysis for Pol II binding sites and found less than 1 in 10^4^ sites have similarly skewed tags (S5 Fig). The one-ended DSBs are probably generated during S phase, suggesting that a small portion of off-target AID-dependent DSBs form when a SSB enters S phase. AID-dependent SSBs should rarely be introduced during S phase as Ung activity is restricted to G1 phase in activated B cells [53]. Two of the 4 one-ended reproducible AID-dependent DSBs are one-ended in only one of the two experiments. This suggests that some AID-dependent lesions can become DSBs within G1 phase in some cells, or be converted to DSBs by replicative Pol in other cells. 

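The reproducible sites that are one-ended in at least 1 list are in an intron of *Utrn* on chromosome 10 (12407721 to 12409870), in an intron of *Prdm16* on chromosome 4 (153790402 to 153792518) and in intergenic sequence on chromosomes 10 (118246576 to 118248626) and 9 (110182825 to 110184825). In the annotations of the individual experiments all 4 were one-ended in Exp 1 only, 0 in Exp 2 only and 0 in both. This is 10.8% of the 37 reproducible sites (3.03–25.4), and 61 of the 764 other Exp 1 sites were one-ended (7.98%, 6.16–10.1; p = 0.532, Fisher's exact test).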

DSBs generated by DNA Pol encountering a SSB would cause the replication fork to arrest. One-ended DSBs are usually repaired by homology-directed repair, explaining why B cells treated with an inhibitor of RAD51 or deficient in XRCC2, a protein important for homologous recombination, show unrepaired off-target AID-dependent DSBs [14,54,55]. Break-induced replication, a type of homologous recombination, is often used to repair one-ended DSBs, and this can lead to duplications, deletions, and inversions [56]. When homologous recombination is impaired, NHEJ might attempt to repair the one-ended DSB, and this can also result in gross chromosomal rearrangements [57].

**Table 1:** Characteristics of Nbs-1 binding sites and intersections with other sites.

	Number of Nbs1-binding sites	Total bp	Mean length (bp)	One-ended DSBs^a^ (% of sites)	Pol II at site or within gene (% of sites)	AID-binding at site [16]	Spt5 binding at site [10]	AID-dependent translocations at site (N) [17]	Within super-enhancer (N) [20]	xTSS at site (N) [78]	Nbs1 ChIP-chip (N) [15]
**Reproducible AID-dep. sites**	37	79,144	2139	10.8% (2 of 4 only in 1 exp)	70% *<0*.*001* ^b^	24% *<0*.*001*	13.5% *<0*.*001*	0	2.7% (1) *<0*.*001*	0	32.4% (12) *<0*.*001*
**AID-dep. sites (Exp 1)**	801	1,601,038	1999	8.1%	67% *<0*.*001*	26% *<0*.*001*	28% *<0*.*001*	1.0% (8) *<0*.*001*	3.1% (25) *<0*.*001*	4.5% (33) <0.001	12.2% (98) *0*.*001*
**AID-dep. sites (Exp 2)**	284	568,000	2000	1.1%	66% *<0*.*001*	27% *<0*.*001*	32%*<0*.*001*	0	2.8% (8) *<0*.*001*	10.6% (18) <0.001	20.0% (57) <*0*.*001*
**Reproducible AID-indep. sites**	28	63,734	2276	0	100% *<0*.*001*	64% *<0*.*001*	50% *<0*.*001*	0	7.1% (2) *0*.*002*	3.6% (1) *0*.*014*	25.0% *<0*.*001*

^a^ Intervals in which the tags on one strands are >2.8 fold greater than tags on the other strand. S5 Fig presents a graph of these ratios along with a graph of the Pol II control.

^b^ *p values* relative to random intervals as determined by USeq

### Similar to S region DSBs, off-target DSBs are decreased in *msh2* ^*-/-*^ cells

Canonical MMR is important for correcting mutations introduced during DNA replication in S phase. However, MMR is also important for formation of Ig Sμ DSBs in G1 phase, as Sμ DSBs are decreased by 50–80% in MMR-deficient B cells [45,58–60]. MMR is especially important for generating DSBs in Ig switch regions where the AID hotspot target sequence is not abundant, such as when the Sμ tandem repeat region has been deleted [58]. We asked if off-target AID-dependent DSBs are also dependent upon MMR in LM-PCR experiments using genomic DNA from *msh2* ^*-/-*^ cells, and found that all of the AID-dependent DSBs analyzed are reduced in frequency in Msh2-deficient cells (Figs 2 and S2–S4). Although Msh2 primarily protects against human B cell lymphoma [60–62], our data suggest that, in some cases, Msh2 might contribute to DSBs that could be associated with lymphomas initiated by AID activity. Msh2-deficient mice have been reported to have increased T cell but not B cell lymphomas, although Msh6-deficient mice develop both B and T cell lymphomas [63,64].

### Most AID-dependent DSBs are within transcribed genes or transcribed intergenic sites

Table 1 summarizes additional characteristics of the 37 reproducible AID-dependent Nbs1-binding sites, the AID-dependent DSBs detected in Exps 1 and 2, and reproducible AID-independent sites. For these analyses, the Nbs1 site called was extended by 1 kb on both sides of the peak center. This was done because Nbs1 has been shown by ChIP to bind within 1 kb of a defined DSB [65]. AID only targets Ig genes that are transcriptionally active, and in AID ChIP-Seq experiments performed in B cells induced to switch, the off-target AID-binding sites were mostly in transcribed genes [16]. 

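S1, S2 and S3 Tables mark a site as Pol II when Pol II binds at the site or in its gene. This was the case for 540 of 801 Exp 1 sites (67.4%, 64.0–70.7) and 187 of 284 Exp 2 sites (65.8%, 60.0–71.3), a difference of 1.57 percentage points (p = 0.660, two-sided Fisher's exact test; adjusted p = 0.733 over the annotations). Of the 37 reproducible sites, 26 were marked (70.3%, 53.0–84.1). The other sites of Exp 1 were marked at a share of 67.3% and those of Exp 2 at 65.2%, so the reproducible sites were not distinguishable from either (p = 0.858 and p = 0.583, Fisher's exact test). The sites with the lower peak numbers gave another picture of the individual experiments, since there the share in Exp 1 was lower than in Exp 2, a difference of −14.8 points (adjusted p = 0.00226, Fisher's exact test).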

As shown in Table 1, 70% of the reproducible AID-dependent Nbs1 binding sites and almost as many of the AID-dependent sites in the individual experiments are transcribed, as evidenced by the binding of Pol II at the site or within the gene in which the site is located. This result is similar to that obtained in the Nbs1 ChIP-chip study [15]. 

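By the GENCODE M1 annotation, 112 of the Pol II sites of Exp 1 and 39 of those of Exp 2 overlap no annotated gene. Among the reproducible sites with Pol II, 13 overlap a gene and 13 do not. Conversely, 69 Exp 1 sites, 17 Exp 2 sites and 2 reproducible sites overlap a gene without Pol II.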

Note that some of the sites that bind Pol II are not in annotated genes (for example, Fig 2A). Interestingly, all of the reproducible AID-independent Nbs1 binding sites have Pol II binding (Table 1), indicating that transcriptionally active regions are prone to DSBs. It is possible that the 30% of AID-dependent sites that do not have detectable Pol II binding have very low levels of transcription or are transcribed by RNA Pols I or III, although we cannot rule out the possibility that ssDNA, the substrate for AID can be generated by means other than transcription, as discussed below.

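The 28 AID-independent sites of S4 Table were compared with the 37 reproducible AID-dependent sites. All 28 AID-independent sites are marked for Pol II (87.7–100), a difference of −29.7 points for the AID-dependent sites (p = 0.00152, adjusted p = 0.00723, two-sided Fisher's exact test). The comparison rests on few sites. With the 21 reproducible sites that had the lower peak numbers in both experiments, the difference was −14.3 points for AID-dependent against AID-independent sites (adjusted p = 0.221, Fisher's exact test). From the Pol II binding at all of these sites the paper concludes that transcriptionally active regions are prone to DSBs.

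**Figure D2:**
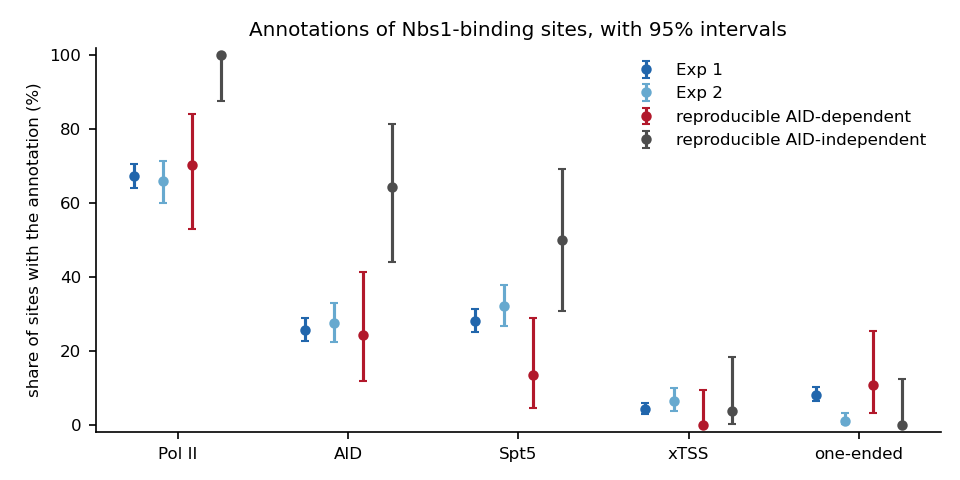
Share of sites (y axis, %) with each annotation (x axis) in Exp 1, Exp 2, the 37 reproducible AID-dependent sites and the 28 reproducible AID-independent sites. Points are shares and bars are exact 95% confidence intervals; Pol II is marked at 100% of the AID-independent sites and at 70.3% of the reproducible AID-dependent sites, and one-ended sites make up 8.11% of Exp 1 and 1.06% of Exp 2.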

### Tandem repeats are enriched at AID-dependent sites

The reproducible AID-dependent Nbs1-binding sites are highly enriched in tandem repeats of WGCW, the AID hotspot target, relative to reproducible AID-independent sites and random sequences of the same lengths and chromosome distributions (Table 2; Fig 4). 

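Tandem repeats were found in the mm9 sequence of the sites with a finder that scores self-matches at lags up to 50 bp (match 2, mismatch −7, no gaps, scores of at least 100 for WGCW and 60 for CA), since Tandem Repeat Finder was not used here. Repeats with at least 2 WGCW per 100 bp were WGCW repeats, and a site was counted when these covered at least 400 bp. Such repeats were in 36 of 801 Exp 1 sites (4.49%, 3.17–6.17), 25 of 284 Exp 2 sites (8.80%, 5.78–12.7), 13 of 37 reproducible AID-dependent sites (35.1%, 20.2–52.5) and 1 of 28 AID-independent sites (3.57%, 0.0904–18.3). Of the 10000 random intervals, 19 had them (0.190%, 0.114–0.297). The excess over random intervals was 34.9 points for reproducible AID-dependent sites (adjusted p = 2.21e-24, Fisher's exact test) and 3.38 points for AID-independent sites (adjusted p = 0.0709, same test). Reproducible AID-dependent and AID-independent sites differed by 31.6 points (adjusted p = 0.00732, Fisher's exact test). Counting WGCW repeats of any length moved these shares most, to 51.4% and 10.7%, with 9.36% of Exp 1 sites, 13.7% of Exp 2 sites and 1.36% of random intervals. AID-independent sites were then above Exp 1 sites, and their excess of 9.35 points over random intervals passed the threshold (adjusted p = 0.00976, Fisher's exact test). The difference between reproducible AID-dependent and AID-independent sites was 40.6 points with repeats of any length (adjusted p = 0.00286, Fisher's exact test).

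**Figure D3:**
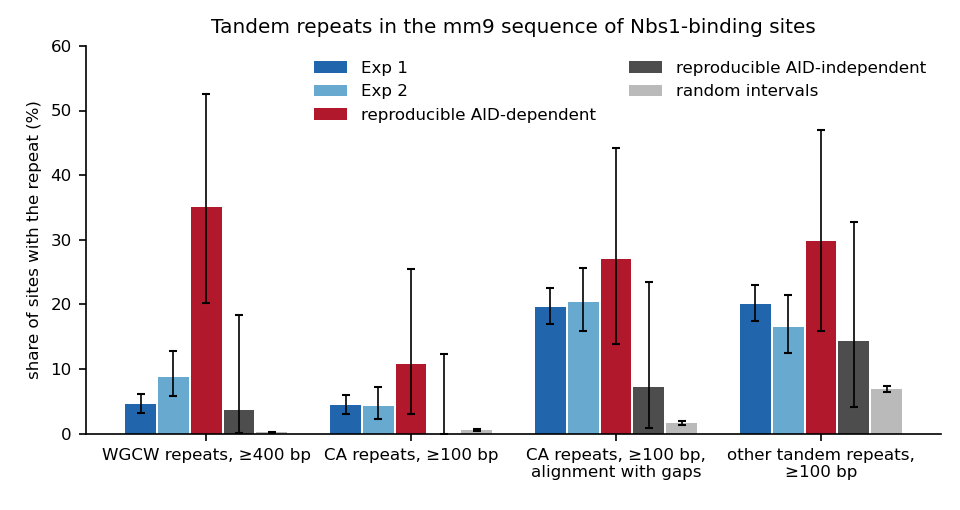
Share of sites (y axis, %) with WGCW repeats of at least 400 bp, CA repeats of at least 100 bp found without and with gaps, and other tandem repeats of at least 100 bp (x axis). Bars are the sets of intervals and lines are exact 95% confidence intervals; WGCW repeats are in 35.1% of reproducible AID-dependent sites, 3.57% of AID-independent sites and 0.190% of random intervals.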

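Within Exp 1, sites that were reproduced in Exp 2 were compared with sites that were not, each over its own 2000 bp. WGCW repeats of at least 400 bp were in 23 of the 764 sites found in Exp 1 only (3.01%), against 13 of the 37 reproducible sites (p = 5.19e-10, two-sided Fisher's exact test). The paper's own WGCW annotation, which S1 and S2 Tables give per site, was at 17 of the 37 reproducible sites (45.9%, 29.5–63.1). It was at 69 of the other Exp 1 sites (9.03%, 7.09–11.3; adjusted p = 2.02e-07, Fisher's exact test) and at 31 of the 247 other Exp 2 sites (12.6%, 8.69–17.3; adjusted p = 6.66e-05, same test). S4 Table gives it at 7 of the 28 AID-independent sites (25.0%, 10.7–44.9), and the difference of 20.9 points from the reproducible AID-dependent sites did not pass the threshold (adjusted p = 0.213, Fisher's exact test). The annotation names no minimum length. The paper's shares for repeats of at least 400 bp are 6% in Exp 1, 12% in Exp 2 and 4% at AID-independent sites, below the 10.7%, 16.9% and 25.0% of the annotation. At reproducible sites the paper's share of 46% is the same as the 45.9% of the annotation.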

In fact, 46% of the AID-dependent off-target reproducible sites contain WGCW repeats that are at least 400 bp in length (Fig 4A). Although this motif is found at some of the reproducible AID-independent Nbs1 sites, they are fewer and the lengths of the repeats much shorter (median values: 1000 bp vs 100 bp, for reproducible AID-dependent and–independent sites, respectively). Also remarkable is that the density of the WGCW repeats (WGCW motifs per 100 bp) is much greater in AID-dependent sites than in the AID-independent sites (Fig 4B). 

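Over the sites with any WGCW repeat, the median length of WGCW repeats per site was 722 bp at 19 reproducible AID-dependent sites and 256 bp at 3 AID-independent sites. It was 376 bp at 75 Exp 1 sites, 571 bp at 39 Exp 2 sites and 148.5 bp at 136 random intervals. With 3 AID-independent sites, their median is set by a single site.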

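Within WGCW repeats, the median density was 14.9 WGCW motifs per 100 bp at the reproducible AID-dependent sites, 14.2 at Exp 1 sites, 12.3 at Exp 2 sites and 3.13 at the AID-independent sites, of which the highest had 3.18. Over whole intervals, inside and outside repeats, the densities were 4.98, 2.32, 2.49 and 1.93 in the same order, and 2.00 in random intervals.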

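The repeats of Sμ, as found without gaps, have 13.7 WGCW motifs per 100 bp over 1101 bp. At least this density was found in the WGCW repeats of 15 of the 37 reproducible AID-dependent sites (40.5%, 24.8–57.9, Sμ itself included), 40 Exp 1 sites (4.99%, 3.59–6.74), 17 Exp 2 sites (5.99%, 3.53–9.41) and 0 of the 28 AID-independent sites (0–12.3). The highest density at a reproducible site was 17.2 per 100 bp. At the 19 per 100 bp that the paper gives for Sμ, 0 of the 37 reproducible sites would be counted. The shares here are therefore relative to the Sμ density found without gaps.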

As a comparison, in Sμ there are 19 WGCW motifs per 100 bp, and this same density is present in 43% of the reproducible off-target AID-dependent sites. 

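In sites with WGCW repeats of at least 400 bp, pentamers repeated back to back were counted over the whole site, with all rotations and both strands together. CAGCA was the commonest in 24 of the 36 Exp 1 sites with such repeats, 13 of 25 Exp 2 sites and 11 of 13 reproducible sites. The pentamer of Sμ, GAGCT, led at Sμ alone in each list.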

In the off-target sites, the motif is a 5 bp motif, just as in Sμ, although the most common sequence of the motif is CAGCA, slightly different from Sμ, where it is GAGCT. As these motifs create AID target hotspots on both strands, this provides an attractive explanation for why reproducible AID-dependent DSBs are found at these tandem repeats.

**Fig 4:**
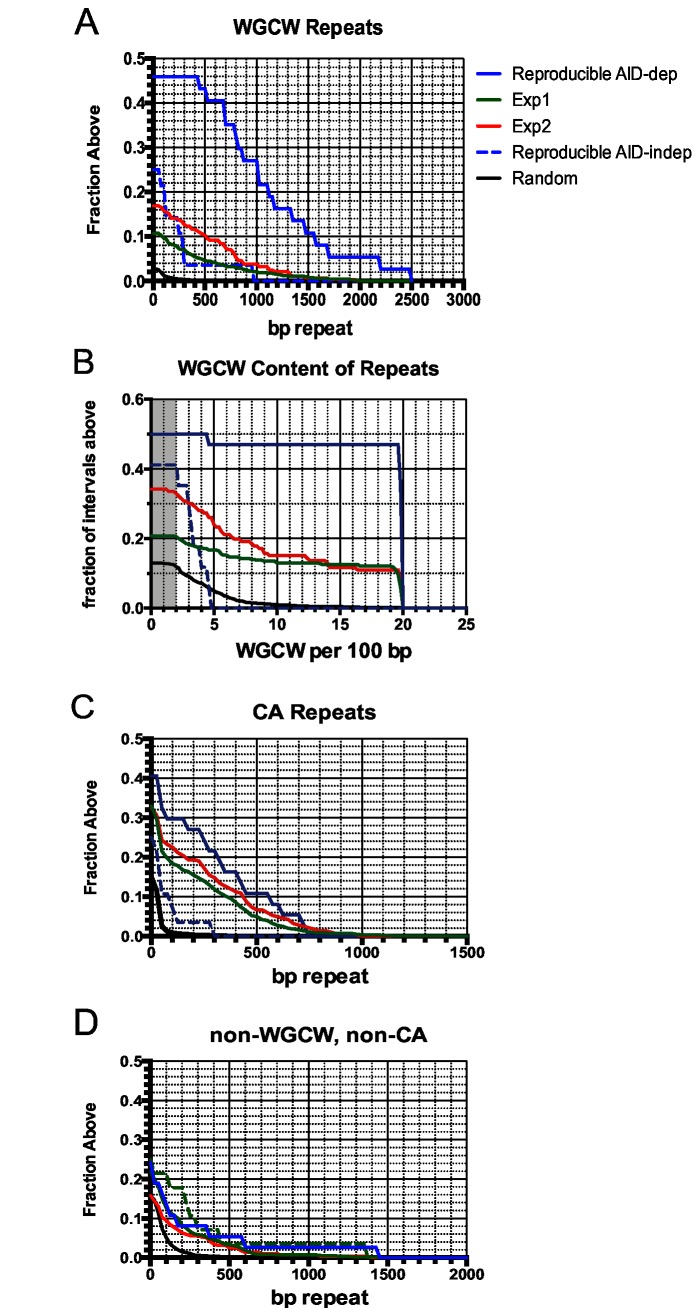
Accumulation plots indicate that specific tandem repeats are highly enriched at AID-dependent Nbs1 sites. **A:** Accumulation plot showing the proportion of the 37 reproducible AID-dependent DSB sites, and 801 sites detected in Exp1 and 284 sites detected in Exp 2 that have the indicated lengths of tandem repeats of WGCW motifs with a score of ≥100 in Tandem Repeat Finder. Also shown are lengths of WGCW repeats in the 28 reproducible AID-independent sites and 10,000 random intervals of the same length and chromosome distribution as the Nbs1-binding sites. **B:** Accumulation plot shows the density of the WGCW motifs in the indicated sets of Nbs1-binding sites. Sμ has a density of 19 repeats per 100 bp. Gray area indicates total genome average of WGCW is 2.0 per 100 bp. **C:** Accumulation plot to indicate the fraction of sites containing tandem CA repeats with a score of ≥60 in Tandem Repeat Finder. **D:** Accumulation plot indicates the fraction of sites in each pool that contain non-WGCW, non-CA repeats.

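The autosomes hold 2.00 WGCW motifs per 100 bp in the mm9 sequence. Divided into 2-kb windows without unknown bases, they give 1196380 windows, of which 2145 (0.179%) have at least 400 bp of WGCW repeats. All tandem repeats together have 0.895 WGCW per 100 bp in random intervals, 1.70 in AID-independent sites, 5.41 in Exp 1 sites, 6.35 in Exp 2 sites and 10.4 in reproducible AID-dependent sites.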

**Table 2:** Tandem repeats at Nbs-1 binding sites.

	Number of Nbs1-binding sites	Total bp	Mean length (bp)	WGCW repeats^b^ (% of sites)	CA repeats^c^ (% of sites)	Either WGCW or CA repeats^b^ ^,^ ^c^ (% of sites)
**Reproducible AID-dep. sites** ^**a**^	37	79,144	2139	46%	30%	75.7%
**AID-dep. sites (Exp 1)**	801	1,601,038	1999	6%	18.6%	24.1%
**AID-dep. sites (Exp 2)**	284	568,000	2000	12%	22.5%	32.7%
**Reproducible AID-indep. sites**	28	63,734	2276	4%	7.1%	10.7%
**Random intervals**	10,000	2 x 10^7^	2000	0.23%^d^	0.97%^e^	1.19%

^a^ Reproducible sites are produced by merging overlapping sites for 2 experiments, explaining their greater length

^b^≥400 bp in length within called site

^c^≥100 bp in length within called site

^d^ 2,753 of 1.20 x 10^6^ 2-kb intervals in the genome (autosomes) have WGCW repeats ≥400 bp in length

^e^ 11,610 of 1.20 x 10^6^ 2-kb intervals in the genome (autosomes) have CA repeats ≥100 bp in length

About one-third of the reproducible AID-dependent DSBs contain a different tandem repeat, CA repeats at least 100 bp in length. The frequency of CA repeats at these sites is highly increased relative to that in random sequences (30% vs 1%) (Fig 4C) (Table 2). 

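Without gaps, and with CA or TG at 90% or more of the dinucleotide steps, CA repeats of at least 100 bp were in 4 of 37 reproducible sites (10.8%, 3.03–25.4), 35 Exp 1 sites (4.37%, 3.06–6.02), 12 Exp 2 sites (4.23%, 2.20–7.26) and 51 of 10000 random intervals (0.510%, 0.380–0.670). The excess over random intervals passed the threshold in all 3 sets (adjusted p = 7.46e-05, 1.41e-17 and 2.37e-07 in this order, Fisher's exact test). A definition added after the values were seen, alignment to the CA unit with gaps and fewer than 2 WGCW per 100 bp, gave 27.0% of reproducible sites (13.8–44.1), 19.6% of Exp 1 sites, 20.4% of Exp 2 sites and 1.60% of random intervals (adjusted p = 8.16e-10 for reproducible sites, Fisher's exact test). Joining pieces across 20 bp, also added later, left the share of reproducible sites unchanged. With gaps and CA or TG kept at 90% of the steps in the sequence, another addition, 0 of 37 reproducible sites were left. The difference from the 0.430% of random intervals then changed sign. The paper applies its 90% to the core repeat motif and not to the steps of the sequence. By the consensus unit, also added later, the shares were 21.6% of reproducible sites and 1.67% of random intervals (adjusted p = 3.52e-07, Fisher's exact test). The paper reports the CA repeats as highly increased relative to random sequences.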

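Over the 13 reproducible sites with any CA repeat found without gaps, the median length per site was 78 bp, against 56 bp at 171 Exp 1 sites, 53.5 bp at 62 Exp 2 sites and 46 bp at 1123 random intervals. When gaps were allowed, a choice made after the values were seen, 15 reproducible sites had a CA repeat with a median of 316 bp, and 1456 random intervals one of 48 bp. Over sites with at least 100 bp of CA repeats, the median at reproducible sites was 224.5 bp without gaps and 438.5 bp with gaps. In random intervals it was 111 bp and 151.5 bp.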

The median length of the repeats in reproducible AID-dependent sites is ~315 bp. CA repeats (≥100 bp in length) are also found at AID-independent Nbs1-binding sites, although much less frequently (7% of the sites). 

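No AID-independent site had a CA repeat of at least 100 bp without gaps (0 of 28, 0–12.3). With gaps allowed there were 2 (7.14%, 0.877–23.5), 19.9 points from the reproducible AID-dependent sites (p = 0.0548, adjusted p = 0.110, Fisher's exact test). Without gaps the difference was 10.8 points (p = 0.128, adjusted p = 0.179, Fisher's exact test).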

CA repeats greater than 30 bp in length can form unstable Z-DNA, a left-handed helix [66]. Due to the instability of this Z-DNA, it transitions between Z and B DNA; during the transition ss DNA might be accessible to AID. In addition, two bases are extruded from the helix at the junctions of Z and B DNA [67,68]. It is possible that CA repeats form ss DNA targets for AID, leading to SSBs, which are converted to DSBs by nuclease specific for structurally aberrant DNA, or perhaps during attempts to repair AID-induced lesions. Although CA repeats can lead to replication errors, this does not seem likely to explain their role in creating off-target AID-dependent DSBs since Ung activity, which is essential for nearly all AID-dependent SSBs and DSBs, is limited to G1 phase in activated B cells [53]. Other types of repeats, besides WGCW and CA, are not significantly enriched in the AID-dependent sites relative to AID-independent sites (Fig 4D). Also, at the reproducible AID-dependent sites there is no enrichment of inverted repeats, although they have been shown to cause genomic instability [69].

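Tandem repeats of at least 100 bp that were neither WGCW nor CA were in 11 of 37 reproducible AID-dependent sites (29.7%, 15.9–47.0) and 4 of 28 AID-independent sites (14.3%, 4.03–32.7), a difference that did not pass the threshold (p = 0.234, adjusted p = 0.252, Fisher's exact test). They were in 161 Exp 1 sites (20.1%, 17.4–23.0), 47 Exp 2 sites (16.5%, 12.4–21.4) and 688 random intervals (6.88%). The 3 AID-dependent sets each had more of them than random intervals (adjusted p = 4.69e-05 for reproducible sites, 2.85e-30 for Exp 1 and 1.17e-07 for Exp 2, Fisher's exact test).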

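Inverted repeats with arms of 12 bp and a loop of at most 100 bp were in 0 of 37 reproducible sites (0–9.49), 4 of 28 AID-independent sites (14.3%) and 10.1% of random intervals. The share at reproducible sites was not distinguishable from that of random intervals after adjustment (p = 0.0478, adjusted p = 0.0637, Fisher's exact test), and the difference from AID-independent sites did not pass the adjusted threshold (p = 0.0302, adjusted p = 0.0706, same test). In Exp 1 the share was 7.87% (6.10–9.95) and in Exp 2 8.45% (5.49–12.3).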

### Correspondence with Nbs1 ChIP-chip sites

Although only a few (4) of the AID-dependent Nbs1 ChIP-Seq sites correspond with the *reproducible* AID-dependent Nbs1-binding sites previously detected by ChIP-chip [15], a high proportion of the AID-dependent ChIP-Seq sites were identified as AID-dependent sites in one of the two ChIP-chip experiments (Table 1). 

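The ChIP-chip annotation of S1 and S2 Tables marks 3 Exp 1 sites and 2 Exp 2 sites, or 4 sites when the shared site is counted once. The shared site is Sμ. These are 0.375% of the Exp 1 sites (0.0773–1.09) and 0.704% of the Exp 2 sites (0.0854–2.52). The peaks of the single ChIP-chip experiment were not used here.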

To make this comparison we chose the ChIP-chip experiment with the higher signal-to-noise ratio and a total of 54,976 AID-dependent peaks called by NimbleScan Find-Peaks (Roche). The NimbleScan peak calls showed better correspondence with the AID-dependent ChIP-Seq sites than those produced by the Tamalpais peak caller used in ref [15]. Of the reproducible AID-dependent ChIP-Seq sites, 32% coincided with AID-dependent sites in the ChIP-chip experiment (Table 1). Two examples of intersecting sites are shown in S6 and S7 Figs. The AID-dependent ChIP-chip sites originally reported were also highly enriched in CA repeats and WGCW motifs [15]. Although the correspondence between the ChIP-Seq and ChIP-chip results is high, it is clear that our Nbs1-ChIP libraries are not saturated. As shown in Table 1, a significant portion of the AID-independent sites identified by ChIP-Seq also intersected with the AID-dependent ChIP-chip sites, suggesting that some of the AID-independent sites identified by ChIP-Seq might actually be weak AID targets. However, as a group the AID-independent sites have different properties from the AID-dependent sites, as discussed above.

### Comparisons of AID-dependent Nbs1-binding sites with results from other genome-wide studies

Approximately 25% of the AID-dependent DSBs correspond to previously-identified AID-binding sites in cells induced to switch with LPS+IL-4 [16], and the correspondence is highly significant compared with random sequences (Table 1). 

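The AID annotation of S1 and S2 Tables marks 206 Exp 1 sites (25.7%, 22.7–28.9) and 78 Exp 2 sites (27.5%, 22.4–33.0), 26.2% of both lists together. The lists were not distinguishable (p = 0.583, two-sided Fisher's exact test; adjusted p = 0.733). Among the sites with the lower peak numbers the difference between Exp 1 and Exp 2 was −14.7 points (adjusted p = 0.00226, Fisher's exact test). Of the reproducible sites, 9 are marked (24.3%, 11.8–41.2).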

Surprisingly, the reproducible AID-independent sites show an even higher correlation with AID-binding than AID-dependent sites, perhaps because the AID-independent breaks are all found at Pol II binding sites or in genes with Pol II-binding sites, and because ChIP favors transcriptionally active accessible chromatin regions. 

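AID binding is marked at 18 of the 28 AID-independent sites (64.3%, 44.1–81.4) and differs from the reproducible AID-dependent sites by −40.0 points for the latter (p = 0.00207, adjusted p = 0.00723, two-sided Fisher's exact test). With the 21 reproducible sites of lower peak number the difference was −26.2 points and did not pass (adjusted p = 0.221, Fisher's exact test).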

AID interacts with Spt5, a factor associated with paused RNA Pol II, and Spt5 is thought to be important for recruiting AID to the genome [10]. Thousands of Spt5 binding sites have been identified by ChIP-Seq in B cells induced to switch with LPS+IL-4, and we compared the Nbs1-binding sites with these. 

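S1 and S2 Tables mark Spt5 at 225 of the Exp 1 sites (28.1%, 25.0–31.3) and 91 of the Exp 2 sites (32.0%, 26.7–37.8), 29.1% of the sites of both lists. A difference of −3.95 points did not pass the threshold (p = 0.224, adjusted p = 0.560, two-sided Fisher's exact test). Among the sites with the lower peak numbers the shares were 22.2% in Exp 1 and 37.0% in Exp 2. That difference of −14.8 points passed (adjusted p = 0.00219, Fisher's exact test). Only 5 of the 37 reproducible sites are marked (13.5%, 4.54–28.8), against 34.8% of the other Exp 2 sites (adjusted p = 0.0277, Fisher's exact test) and 28.8% of the other Exp 1 sites (adjusted p = 0.197, same test). The difference within Exp 2 did not pass when reproducible sites were those with centers within 250 bp (adjusted p = 0.0965, Fisher's exact test).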

About 29% of the AID-dependent DSBs occur at Spt5-binding sites, a highly significant correspondence (Table 1). However, 50% of AID-independent DSBs also occur at Spt5-binding sites.

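Spt5 is marked at 14 AID-independent sites (50.0%, 30.6–69.4), a difference of −36.5 points for the reproducible AID-dependent sites (p = 0.00217, adjusted p = 0.00723, two-sided Fisher's exact test). Among reproducible sites of lower peak number Spt5 was at 5 of 21, and the difference of −26.2 points did not pass the threshold (adjusted p = 0.221, Fisher's exact test). Against all Exp 2 sites, in place of the reproducible ones, the difference was −18.0 points, for which no test was made.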

Off-target AID-dependent DSBs can lead to chromosomal deletions, duplications, or translocations. Thus, we compared the Nbs1-binding sites with 234 AID-dependent translocation hotspots as defined by DNA regions that translocate to introduced I-Sce1 sites near *IgH* Sμ or within the *c-myc* locus in cells activated with LPS+IL-4 and over-expressing AID [17]. 

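S1 and S2 Tables mark a translocation hotspot at 6 Exp 1 sites (0.749%, 0.275–1.62) and 4 Exp 2 sites (1.41%, 0.385–3.57), which is 9 sites when Sμ, marked in both lists, is counted once. The shares were not distinguishable (p = 0.299, adjusted p = 0.598, Fisher's exact test). Exp1_chr12-10 over *Ighg1* is also among them. Of the 28 AID-independent sites, 0 are marked (0–12.3).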

A small proportion (8) of the AID-dependent DSBs we identified occur at these AID-dependent translocation hotspots, but this is highly significant (Table 1). In a different study [20], 51 hotspots of AID-dependent translocation events with an I-Sce1 site introduced into *c-myc* were identified in anti-CD40+IL-4 activated B cells, but none of these sites are present among our AID-dependent Nbs1-binding sites. Possible explanations for why our AID-dependent DSB sites do not overlap at a higher frequency with translocation sites are: our Nbs1-ChIP library is not saturated; differences in activation methods (+/- IL-4), their use of over-expressed AID [17], and the DSBs we identify might be involved in translocations with sites other than *IgH* or *c-myc*. Also, it is possible that Nbs1-ChIP preferentially detects off-target DSBs that are slowly repaired or recombined. It is likely that the AID-dependent translocation hotspots identified in these studies [17,20] are within regions sufficiently near the *IgH* or *c-myc* loci to be able to recombine with them at a high frequency [70]. This possibility is consistent with the very low Nbs1 signals detected at Sγ3 in cells undergoing active IgG3 CSR. We hypothesize that Sγ3 DSBs are induced only when Sγ3 is synapsed with Sμ, and that Sγ3 DSBs are then rapidly recombined with Sμ DSBs [46,47].

Despite the facts that AID-dependent *c-myc-IgH* translocations have been detected in human and mouse germinal center B cells, lymphomas, and plasmacytomas [71–73], and also in cultured activated mouse B cells with mutated DNA damage response genes [74], we did not detect AID-dependent Nbs1-binding sites in the *c-myc* locus. 

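In mm9, c-*myc* (*Myc*) lies on chromosome 15 from 61816946 to 61821929. Neither list has a site over the gene or within 100 kb of it. The nearest sites are Exp1_chr15-14 at 1161194 bp and Exp2_chr15-5 at 18263135 bp. The neighboring *Pvt1* gene, from 61869542 to 62209651, has 0 sites within 100 kb as well.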

We were also unable to detect AID-dependent DSBs in the *c-myc* locus by LM-PCR [15]. This is consistent with the report that AID-dependent mutations per se are extremely rare (4x10^-5^ per bp) in the *c-myc* locus in germinal center B cells, except in cells lacking Ung and Msh2 where they increased by 16.8-fold [9]. These apparently conflicting results indicate that AID-induced mutations in *c-myc* are usually corrected by DNA repair [9], and only lead to detectable translocations when under selection pressure or in cells lacking DNA repair or damage response genes.

AID-dependent DSBs and translocations with I-Sce1 sites occur preferentially in super-enhancers [20,21]; super-enhancers are longer than general enhancers, are transcribed, and consist of clusters of transcription factor binding sites that regulate genes involved in cell-type specific functions [75,76]. Thus, we asked if the AID-dependent Nbs1-binding sites are located in super-enhancers, and found that although a minority of the AID-dependent and AID-independent sites are within super-enhancers, the association is highly significant (Table 1).

The RNA exosome, which degrades nascent RNA from the 3’ end when transcription is arrested, is important for allowing AID to access the transcribed DNA strand, in addition to the non-transcribed strand [77]. This would be important for forming DSBs. Recently, by the use of RNA-Seq, Pefanis et al [78] showed that transcripts initiated in the antisense direction from numerous promoters are degraded by the RNA exosome, by demonstrating that these antisense transcripts are increased in splenic B cells deficient in exosomes. They termed these exosome-dependent RNA loci *xTSS*, and found that they often correspond with regions identified by translocation capture to be AID-dependent translocation hotspots [17]. Interestingly, several of the AID-dependent DSBs detected in either of the two experiments occur at *xTSS*, and the association is highly significant (Table 1).

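The *xTSS* annotation marks 33 Exp 1 sites (4.12%, 2.85–5.74) and 18 Exp 2 sites (6.34%, 3.80–9.83), a difference that did not pass the threshold (p = 0.142, adjusted p = 0.474, Fisher's exact test). None of the 37 reproducible sites is marked (0 of 37, 0–9.49). Among the sites with the lower peak numbers, Exp 1 had a share −6.30 points from that of Exp 2 (adjusted p = 0.00202, Fisher's exact test). Of the AID-independent sites 1 is marked (3.57%).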

### What causes AID-independent DSBs?

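Of the 28 AID-independent sites in S4 Table, 17 overlap a gene of the GENCODE M1 annotation (60.7%, 40.6–78.5). Their centers are in introns at 11 sites, in UTRs at 2, in a coding exon at 1 (*Eral1*) and in another exon at 1, and are intergenic at 13. None lies on chromosome X or Y.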

The reproducible AID-independent Nbs1-binding sites are all in transcriptionally active regions (Table 1), and most within annotated genes (S4 Table). As discussed above, they correspond to two-ended DSBs, according to the observed positions of the strand-specific tags. Several mechanisms can generate DSBs in transcribed regions. (1) 10% of the AID-independent Nbs1 sites occur at CA repeats long enough to form Z DNA (≥50 bp). 

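Without gaps, 1 of the 28 AID-independent sites has a CA repeat of at least 50 bp (3.57%), against 10 of 37 reproducible AID-dependent sites (27.0%; p = 0.0176, adjusted p = 0.0492, Fisher's exact test) and 4.35% of random intervals. With gaps allowed, chosen after the values were seen, 6 AID-independent sites have one (21.4%, 8.30–41.0), 14 reproducible AID-dependent sites (37.8%, 22.5–55.2) and 6.42% of random intervals, and the AID-dependent and AID-independent sites were not distinguishable (p = 0.184, adjusted p = 0.215, Fisher's exact test).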

Z DNA has been shown to cause DSBs and deletions in an AID-independent manner, independent of replication, and involving NHEJ [79–81]. (2) If R loops within the genome are not removed by RNA-DNA helicase, RNaseH1, or exosome activity [78,82–84] they can lead to DSBs, perhaps due to activities of the transcription-coupled nucleotide excision repair enzymes XPF and XPG [85]. (3) Early replicating fragile sites (ERFS) (differing from common fragile sites) have recently been identified as sites where DSBs are induced early during S phase in cells undergoing replication stress in an AID-independent manner [86]. 14% of the reproducible AID-independent sites correspond to ERFS, whereas their frequency among the reproducible AID-dependent Nbs1-binding sites is not higher than random intervals (4%). (4) Topoisomerase I is known to nick transcribed regions, and recently its ability to nick DNA has been shown to be important for allowing transcription from enhancers [87]. Interestingly, SSBs introduced by Topoisomerase I can be converted to DSBs, and have been shown to bind the MRN complex.

### Conclusions

In summary, by the use of Nbs1 ChIP-Seq, we have identified hundreds of off-target AID-dependent DSBs in the genome of activated splenic B cells. More than two-thirds occur at transcriptionally active sites, as determined by RNA Pol II binding. The notable observations about these sites are (1) that ~10% of the DSBs in each experiment and 46% of the reproducible AID-dependent DSBs occur within tandem pentamer repeats ≥400 bp in length that contain WGCW motifs, the AID target hotspot. This motif creates AID hotspot targets on both strands, thus readily generating DSBs. (2) Also notable, CA repeats (≥100 bp in length) are found within ~20% of the AID-dependent DSB sites, and in 30% of reproducible sites. CA repeats form unstable Z-DNA, which could generate transient ss targets for AID; and CA repeats also increase AID-independent genome instability, perhaps due to recognition by structure specific nuclease. (3) Interestingly, Msh2 appears to contribute to DSBs at off-target sites, just as it does in the IgH S region, where it increases the conversion of SSBs induced by AID-Ung-Ape to DSBs [5]. (4) A small fraction of the DSBs appear to be generated during S phase, as they are one-ended DSBs, consistent with the finding that deficiencies in homologous recombination can increase AID-dependent genomic damage. It is also possible that some of the off-target DSBs generated during G1 phase escape into S phase, as the G1-S phase checkpoint appears to be quite weak in B cells undergoing CSR in culture [46,88]. DSBs in S phase are dangerous as they can lead to genome instability.

## Materials and Methods

### Mice

Mouse strains were extensively (≥8 generations) backcrossed to C75BL/6. AID-deficient mice were obtained from T. Honjo (Kyoto University, Kyoto, Japan) [1]. Msh2-deficient mice [89,90] were obtained from T. Mak (University Health Network, Toronto CA). Knock-out mice were always derived by breeding heterozygotes. This study was approved by, and performed in according with the guidelines provided by, the University of Massachusetts Medical School Animal Care and Use Committee. Mice were housed in a pathogen-free facility.

### B cell purification and cultures

Mouse splenic B cells were isolated and induced to switch for two days to IgG3 as previously described [46].

### Retroviral constructs and virus production

pMX-PIE-AID-FLAG-ER-IRES-GFP-*puro* [44] was received from Drs V. Barreto and M. Nussenzweig (The Rockefeller University, NY). The control retrovirus pMX-PIE-ER-IRES-GFP was previously described [91]. Production of viruses and infection of B cells was previously described [91].

### LM-PCR and ChIP

Genomic DNA preparation, LM-PCR, and quantitative ChIP were performed as described [46]. Antibodies for ChIP were: Nbs1 (Abcam, ab32074), RNA Pol II (Millipore, 04–1572), and ER (Santa Cruz Biotechnology sc-8002X). Primers used for LM-PCR are listed in S5 Table. Three-fold more template DNA was used in each lane of the LM-PCR gel to examine off-target DSBs compared with that used for Sμ DSBs.

### ChIP-Seq analysis

A modified version of the Illumina protocol was followed to prepare ChIP DNA samples for the deep sequencing pipeline. Briefly, blunting of the fragments was performed using the END-IT DNA repair kit (Epicentre) followed by the addition of a dA overhang using exo-minus Klenow (Epicentre). Paired-end adapters (Illumina) were ligated using the fast link kit (Epicentre). The fragments were amplified twice using the Illumina PE primers and PfuUltra II Fusion HS DNA polymerase (Stratagene), and each round of PCR was followed by gel purification and sizing of the fragments. Samples were cloned using the Topo cloning system (Invitrogen) and several clones were sequenced to assess sample quality prior to submission for sequencing on the Illumina GAII (Exp 1) or HiSeq 2000 (Exp 2) platforms at the UMASS Deep Sequencing Core facility, obtaining either 36 bp single-end (Exp 1) or 50 bp paired-end reads (Exp 2 and Pol2).

#### Overview of bioinformatic analyses

Sequences were aligned to the mouse mm9 reference genome, retaining only unique alignments. After duplicate removal, total reads were: Exp 1 WT, 6,031,566; Exp 1 *aid* ^*-/-*^, 17,620,060; Exp 2 WT, 12,068,745; Exp 2 *aid* ^*-/-*^, 19,214,464. Initial peak calling for Nbs1 ChIP’s was by the Homer findPeaks program [43] using *aid* ^*-/-*^ ChIP reads as the control. The resulting peak lists were inspected on the IGV genome browser [92] to establish additional filtering thresholds based on total tag counts and signal/noise. The Homer mergePeaks program was used for peak intersection and annotation. Co-occurrence statistics were obtained using the IntersectRegions program of the USeq suite [93]. Tandem repeats were identified by Tandem Repeat Finder [94], and original Perl scripts were executed to parse the output to determine the WGCW content of the identified tandem repeats. Peaks were called from the Pol II ChIP (14,594,564 total aligned reads) using SICER [95].

#### Detailed bioinformatics methods

Initial alignment of ChIP sequence reads to the mouse mm9 reference genome (NCBI37) was by ELAND as part of the Illumina CASAVA pipeline. Unaligned reads were subsequently aligned by Bowtie (v1.0.0) using the options-n2-strata, accepting only unique mappings (-m1), and combined with the ELAND alignments. Due to the small size of the Exp 1 WT Nbs1 ChIP library, all duplicate mappings were removed from both WT and *aid* ^*-/-*^ alignments. Two duplicates were retained for both Exp 2 libraries.

Nbs1 peak calling was performed using Homer (http://homer.salk.edu/homer/) findPeaks in factor mode, using fragment lengths estimated by the makeTagDirectory program. FindPeaks was run with the corresponding *aid* ^*-/-*^ library as control using a window size of 500 bp and a fold change threshold of 2.0. An empirical filtering scheme based on total peak tag counts was applied to eliminate questionable calls, as determined by viewing read coverage tracks on the IGV genome browser. The filtering thresholds for Exp 1 were (tag count, WT: *aid* ^*-/-*^ threshold, WT: local background threshold). If ≥18 tags, then ≥2.0 or ≥6.0; if 17–16 tags, then ≥2.5 and ≥4.0; if 15–14 tags, then ≥3.6 and ≥4.0; if 13 tags, then ≥9.0 and ≥8.0. For Exp2, the thresholds were: >52 tags, then ≥2.2 or ≥6.0; if 52–22 tags, then ≥2.2 and ≥6.0; if 21–19 tags, then ≥4.0 and ≥10.0. For subsequent downstream analyses, the peak coordinates were extended 1000 bp from the center. AID-independent Nbs1 binding sites were obtained by running findPeaks with 500-bp windows and default parameters using the WT Nbs1 ChIP tags as input but no control. The resulting Nbs1-enriched (vs. local background) sites were then filtered to remove intervals having a WT Nbs1: *aid* ^*-/-*^ tag count ratio greater than 1.4. The respective tag counts were obtained using Homer annotatePeaks. RNA pol II peaks were called by SICER v1.1 using the parameters W200, G600, E1000 (Zang et al., 2009). Transcribed genes were identified by intersecting UCSC known gene transcripts with the RNA pol II peaks. Coverage tracks were generated by the ReadCoverage program of the USeq suite [93], after first extending the reads to the estimated fragment length. Stranded coverage tracks were obtained using the Homer makeUCSCfile program.

Nbs1 peak intersections reported in Tables 1 and S1–S4 were obtained using Homer mergePeaks. Target intervals were downloaded from the supplementary data tables of the publications cited in Table 1. Statistical significance was assessed using the USeq IntersectRegions program, which compares the observed result to that of 1000 randomization trials in which random chromosome intervals matched to the target set (length and chromosome distribution) are used. One-ended break sites were identified by strand-biased read counts over the Nbs1 binding interval. Aligned reads from the WT Nbs1 ChIP’s were separated by strand, and summed separately for each for Nbs1 peak. Peaks having a strand bias ≥ 2.8-fold in either direction were defined as one-ended. For intersections with AID-dependent Nbs1-sites identified by ChIP-chip [15], the ChIP-chip peak intervals (mm8) were converted to mm9 using the LiftOver tool at http://genome.ucsc.edu/cgi-bin/hgLiftOver.

Tandem repeats within Nbs1 binding sites were found using Tandem Repeat Finder [94]. Default parameters were used except for minimum score, which was set to 100 and 60 for WGCW and CA repeats, respectively. Identified repeats containing ≥ 90% CA/TG in the core repeat motif were classified as CA. WGCW occurrences within identified repeat regions were counted using EMBOSS fuzznuc [96]. Genome averages of CA and WGCW repeats were estimated by running the Tandem Repeat Finder analysis on 10,000 random genomic intervals matched to the length and chromosome distribution of the combined WT Nbs1 peak sets. Repeat sequences having ≥ 2.0 occurrences of WGCW per 100 bp were classified as WGCW repeats; random genomic repeats identified by Tandem Repeat Finder are relatively low in WGCW content (average is 0.673 occurrences/100 bp tandem repeat).

ChIP-seq data have been deposited into the GEO database. Series accession **#** GSE66424.

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66424.

## Supporting Information

S1 Table AID-dependent Nbs1-binding sites identified in Exp 1. (XLSX) Click here for additional data file.

S2 Table AID-dependent Nbs1-binding sites identified in Exp 2. (XLSX) Click here for additional data file.

S3 Table Reproducible AID-dependent Nbs1-binding sites. (XLSX) Click here for additional data file.

S4 Table Reproducible AID-independent Nbs1-binding sites. (XLSX) Click here for additional data file.

S5 Table Primers used in LM-PCR experiments. (XLSX) Click here for additional data file.

S1 Fig Reproducible AID-dependent DSBs on chromosome 8. Intergenic site that lacks Pol II binding, WGCW, and CA tandem repeats. A. Browser tracks. B. LM-PCR of site demonstrates that DSBs are AID-dependent. This site was not tested for Msh2-dependence.
(PDF) Click here for additional data file.

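The site was called at the same position in both experiments, on chromosome 8 from 73956027 to 73958026, as peak number 9 of that chromosome in Exp 1 and 16 in Exp 2. The nearest gene, *Ankle1*, is 22224 bp away. The sequence holds 32 WGCW motifs in 2000 bp and no tandem repeat of WGCW or CA.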

S2 Fig Reproducible AID-dependent DSBs on chromosome 17. Intergenic site that shows Pol II binding, but lacks WGCW and CA tandem repeats. A. Browser tracks. B. LM-PCR demonstrates that DSBs at site are AID and Msh2-dependent.
(PDF) Click here for additional data file.

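The site lies on chromosome 17 from 36367352 to 36369351 in Exp 1 and from 36367343 to 36369342 in Exp 2. The nearest gene, Gm18604, is 640 bp from the Exp 2 site. Besides Pol II, S1 and S2 Tables mark AID and Spt5 here. The site has 44 WGCW motifs, 2.20 per 100 bp.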

S3 Fig Reproducible AID-dependent DSBs on chromosome 17. This site considered reproducible because when the sites in the individual experiments are extended by 1 kb from their center, the intervals overlap. Intergenic site that has Pol II binding and WGCW tandem repeats, but not CA repeats. A. Browser tracks. B. LM-PCR demonstrates that DSBs at site are AID and Msh2-dependent.
(PDF) Click here for additional data file.

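The site was called on chromosome 17 from 13744016 to 13746015 in Exp 1 and from 13742652 to 13744651 in Exp 2, the pair with the largest distance between centers. In the GENCODE M1 annotation both centers fall in an intron of *Tcte2*. WGCW repeats cover 1073 bp of the Exp 1 site and 540 bp of the Exp 2 site, at 15.2 and 15.0 WGCW per 100 bp. CAGCA was the commonest back-to-back pentamer over each of these sites.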

S4 Fig AID-dependent DSBs on chromosome 5 called in Exp 1 but not Exp 2. Site is located in the *hip1* gene, shows Pol II binding, but lacks WGCW and CA tandem repeats. A. Browser tracks. B. LM-PCR demonstrates that DSBs at site are AID and Msh2-dependent.
(PDF) Click here for additional data file.

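The site, Exp1_chr5-22, spans 136012225 to 136014224 on chromosome 5, in an intron of *Hip1* (135882393 to 136020992, minus strand). Besides Pol II, S1 Table marks Spt5 there. Its 39 WGCW motifs give 1.95 per 100 bp. The nearest Exp 2 site to *Hip1* is 4604289 bp away.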

S5 Fig Strand bias of aligned tags from Nbs1 and Pol II ChIPs. About 6% (see Table 1) of Nbs1-binding sites exhibit strand bias consistent with being one-ended DSBs. Shown are frequency distributions of log_2_-transformed ratios of plus strand over minus strand tag counts for Nbs1- and Pol2-binding sites. Sites with strand bias absolute log_2_ ratios > 1.5 (indicated by blue vertical lines) have 2.8 fold more signal on one strand than the other and are defined here as one-ended DSBs.
(EPS) Click here for additional data file.

S6 Fig Correspondence between AID-dependent Nbs1 ChIP-seq and ChIP-chip [15] sites on chromosome 2. Shown below the ChIP-Seq results are 4 panels from the two Nbs1 ChIP-chip experiments showing NimbleScan FindPeaks calls from WT and *aid* ^*-/-*^ cells.
(EPS) Click here for additional data file.

S7 Fig Correspondence between AID-dependent Nbs1 ChIP-seq and ChIP-chip [15] sites on chromosome 10. Shown below the ChIP-Seq results are 4 panels from the two Nbs1 ChIP-chip experiments showing NimbleScan FindPeaks calls from WT and *aid* ^*-/-*^ cells.
(EPS) Click here for additional data file.

# Supplementary material for: Nbs1 ChIP-Seq Identifies Off-Target DNA Double-Strand Breaks Induced by AID in Activated Splenic B Cells
**Source:** PLoS Genet. 2015 Aug 11;11(8):e1005438. doi: 10.1371/journal.pgen.1005438

# A

WT Expt1  
*aid*<sup>-/-</sup> Expt1  
 WT Expt2  
*aid*<sup>-/-</sup> Expt2  
 +Strand Expt1  
 - Strand Expt1  
 +Strand Expt2  
 - Strand Expt2  
 RNA PolIII  
 WGCW  
 RefSeq genes  
 Expt1  
 Expt2

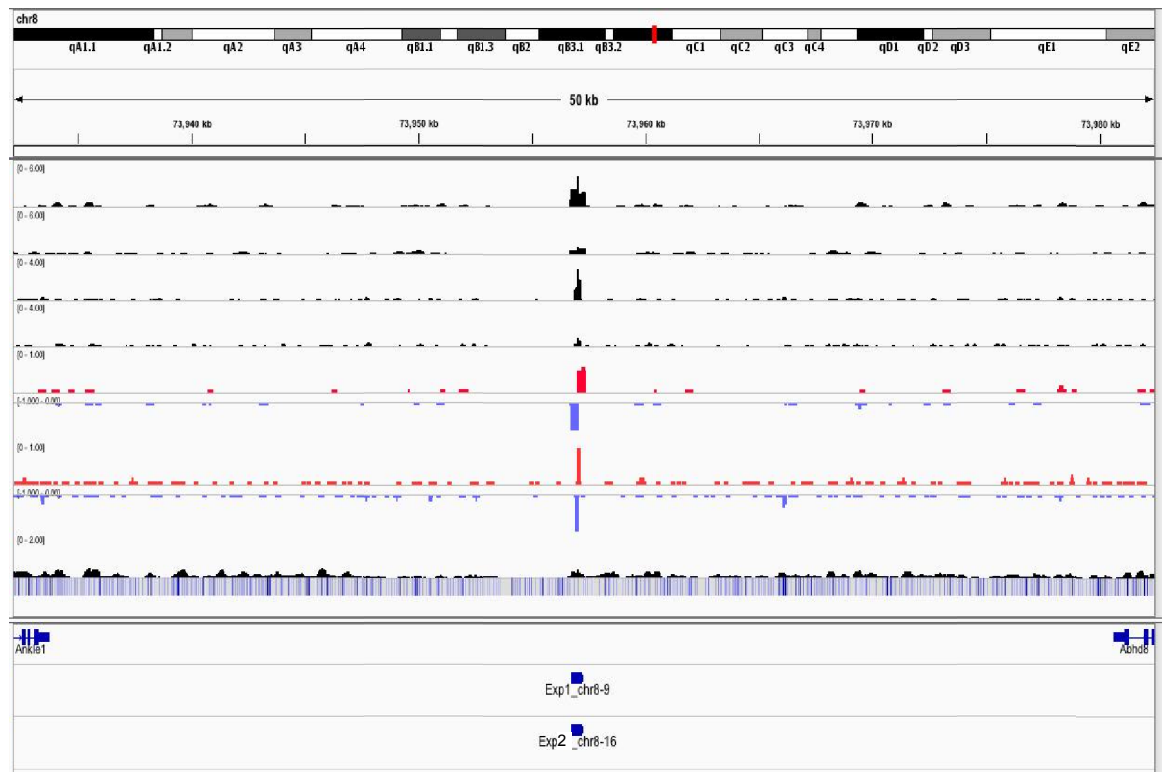

# B

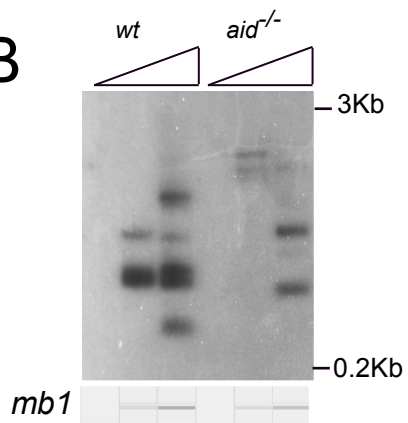

**Supplement:** S1 Fig — Intergenic site that lacks Pol II binding, WGCW, and CA tandem repeats. A. Browser tracks. B. LM-PCR of site demonstrates that DSBs are AID-dependent. This site was not tested for Msh2-dependence.

# Supplementary material for: Nbs1 ChIP-Seq Identifies Off-Target DNA Double-Strand Breaks Induced by AID in Activated Splenic B Cells
**Source:** PLoS Genet. 2015 Aug 11;11(8):e1005438. doi: 10.1371/journal.pgen.1005438

# A

WT Expt1  
*aid*<sup>-/-</sup> Expt1  
 WT Expt2  
*aid*<sup>-/-</sup> Expt2  
 +Strand Expt1  
 - Strand Expt1  
 +Strand Expt2  
 - Strand Expt2  
 RNA PolIII  
 WGCW  
 RefSeq genes  
 Expt1  
 Expt2

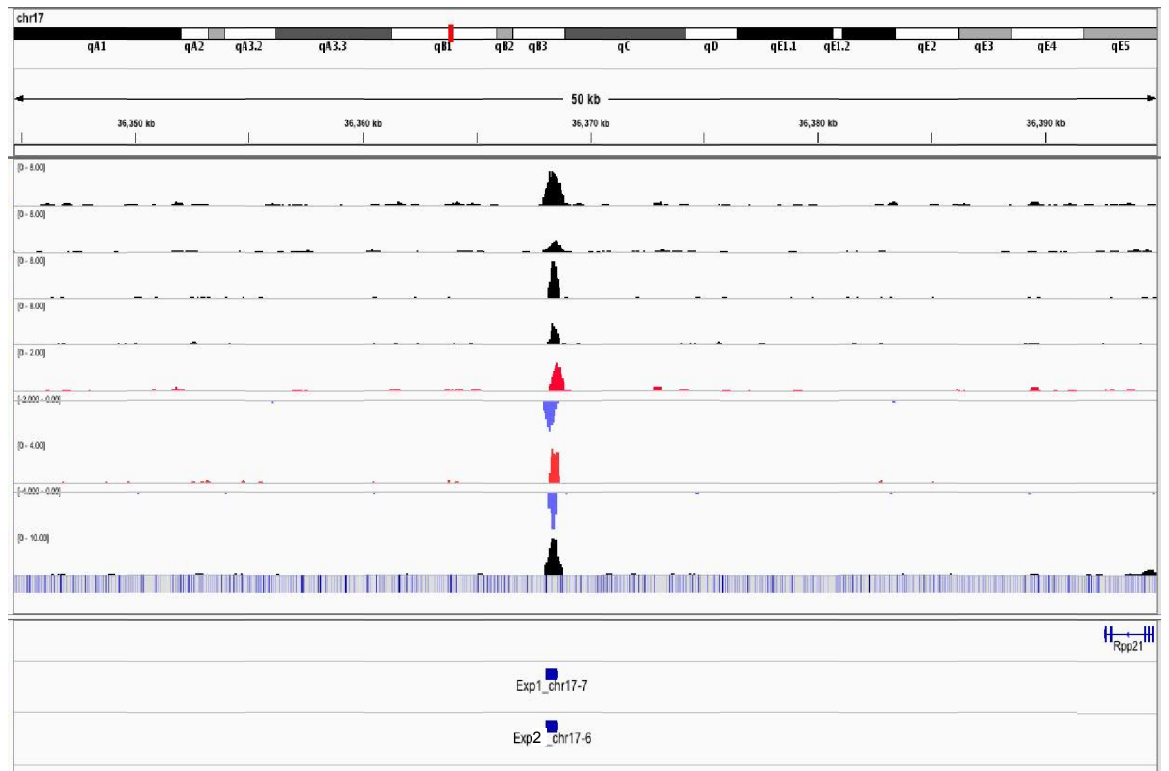

# B

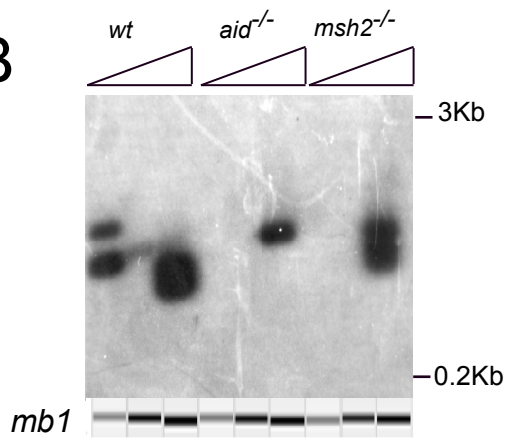

**Supplement:** S2 Fig — Intergenic site that shows Pol II binding, but lacks WGCW and CA tandem repeats. A. Browser tracks. B. LM-PCR demonstrates that DSBs at site are AID and Msh2-dependent.

# Supplementary material for: Nbs1 ChIP-Seq Identifies Off-Target DNA Double-Strand Breaks Induced by AID in Activated Splenic B Cells
**Source:** PLoS Genet. 2015 Aug 11;11(8):e1005438. doi: 10.1371/journal.pgen.1005438

# A

WT Expt1  
*aid*<sup>-/-</sup> Expt1  
 WT Expt2  
*aid*<sup>-/-</sup> Expt2  
 +Strand Expt1  
 - Strand Expt1  
 +Strand Expt2  
 - Strand Expt2  
 RNA PolII  
 WGCW  
 RefSeq genes  
 Expt1  
 Expt2

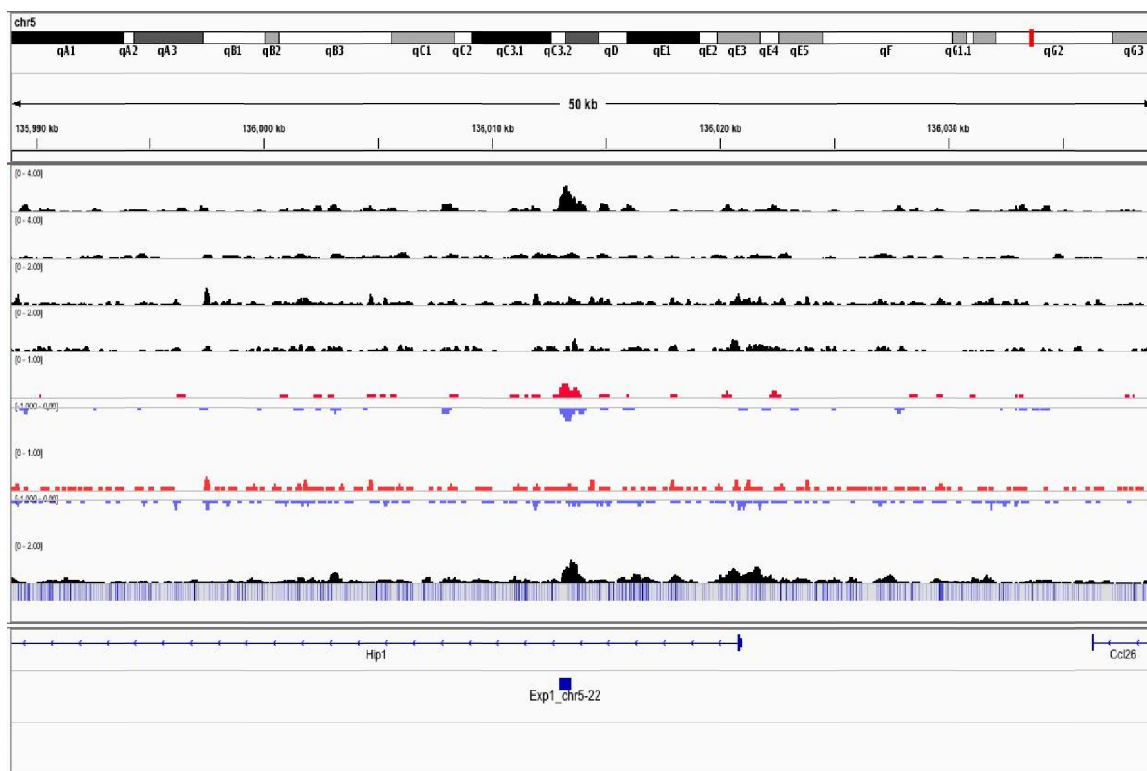

# B

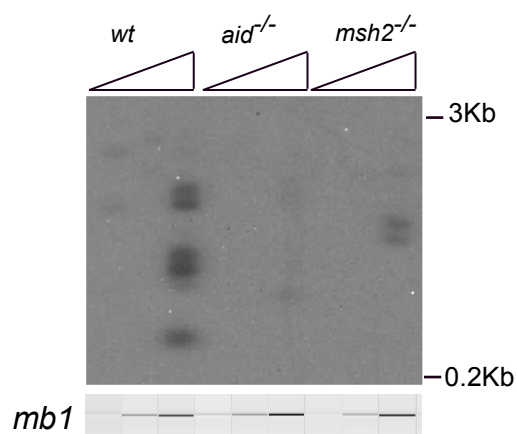

**Supplement:** S4 Fig — Site is located in the hip1 gene, shows Pol II binding, but lacks WGCW and CA tandem repeats. A. Browser tracks. B. LM-PCR demonstrates that DSBs at site are AID and Msh2-dependent.

How the deposited data were processed for this re-analysis (not part of the article)

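Nbs1 ChIP-Seq was analysed for WT and *aid* -/- splenic B cells activated with LPS and anti-IgD dextran in 2 experiments, with 1 library per genotype in each. The Pol II, AID-ER and ER control libraries were not analysed here. The deposited values are positions in bp, the start and end of each AID-dependent Nbs1-binding site with its peak ID, and they carry no score, tag count or fold. The authors aligned reads to mm9 with ELAND and Bowtie, kept unique alignments, removed all duplicate mappings in Exp 1 and retained 2 duplicates in Exp 2. They called peaks with Homer on the WT library against the *aid* -/- library of the same experiment, filtered them on tag count and on enrichment over *aid* -/- cells and the local background, and extended them 1000 bp from the center. Replicates were not pooled. The number of columns with other per-sample values was 0.

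The libraries behind the lists have 6031566 and 17620060 reads (WT and *aid* -/-) in Exp 1 and 12068745 and 19214464 in Exp 2 by the paper's count. The depth at single sites is unknown. The peak ID ends in a number within the chromosome, whose meaning the paper's text does not give; a lower number was taken as a stronger peak, which is an assumption. Shares of sites are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. The units of all tests are sites, so the tests compare lists of sites and not cultures.

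The deposited positions were joined by peak ID and position to the annotations of S1 and S2 Tables, and all 801 and 284 sites matched. AID-independent sites were taken from S4 Table. The lists use mm9, and the reference used was its equivalent NCBIM37 with GENCODE M1 genes. Sites were counted as shared where the intervals of 1000 bp on both sides of the centers overlapped by at least 1 bp, and the number was compared with 10000 random placements of the Exp 2 sites on their own chromosomes (one-sided permutation test). Annotation shares were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. Peak numbers and the distribution over chromosomes were compared in permutation tests with 100000 resamples.

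Tandem repeats were found as segments of the reference sequence that match themselves at lags up to 50 bp without gaps (match 2, mismatch −7), with a score of at least 100 for WGCW and 60 for CA repeats. WGCW repeats had at least 2 WGCW per 100 bp and 400 bp or more in a site. CA repeats had CA or TG at 90% or more of the dinucleotide steps and 100 bp or more in a site. The paper applies its 90% to the core repeat motif, so the rule used here differs from the paper's. Tandem Repeats Finder was not used here, so these calls are separate from the WGCW and CA annotations of the paper's tables, and each is named where used. Sites were compared with 10000 random intervals of 2000 bp with the same chromosome distribution.

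The sites named are those the paper names or tests, including the IgH sites, c-*myc*, *Hip1*, the sites of the LM-PCR primers in S5 Table and the sites of Fig 2 and S1–S4 Figs, with the reproducible sites as a group. This rule, the tests and the alternatives were fixed before the deposited lists were examined, but after S1–S4 Tables, which give the same positions and their annotations, had been read. The alternatives were other overlap rules (centers within 250 bp, 500 bp or 10 kb, overlap of the 500-bp called segments, overlap of a larger part of the site), shifts of the Exp 2 sites by 10 kb to 1 Mb, lists without the IgH locus and antibody parts, without sites below 4 Mb, with sites within 100 kb counted as 1, or with the sites of lower peak number on each chromosome, all sites of 1 experiment in place of the reproducible ones, a minimum repeat score of 50, and repeats of any length. After the first CA values were seen beside the paper's, further definitions of a CA repeat were tried: by the consensus unit, with pieces joined across 20 bp, and by local alignment with gaps to the CA unit, with the 90% rule or with fewer than 2 WGCW per 100 bp in its place. An earlier version of the gapped alignment was discarded because of a defect and none of its values are reported. The main values stayed as planned. Some further results are not reported here.

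The methods were tested on simulated data. The repeat finder gave the right class to at least 99.5% of 200 simulated sequences per repeat type and made no call in 100% of 200 random sequences, and the alignment with gaps was right in 100%. The repeats planted for the finder were uninterrupted, with few or no substitutions and without insertions or deletions. This test therefore cannot tell how often the finder misses interrupted repeats. Insertions and deletions were planted only for the alignment with gaps. The overlap test passed p 0.05 in 100% of 100 simulated list pairs with 20 planted shared sites and in 1% of those without. Fisher's exact test recovered 100% of 400 planted differences and called 1.375% of 1600 annotations without one. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, samtools 1.23.1, and matplotlib 3.10.9 for figures.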

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

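The tests of counting noise in the strand split, of site clusters and of AID-independent sites near chromosome ends in this part were chosen after the results were seen; the tests of repeats at one-ended sites and of the AID-dependent sites near chromosome ends were chosen before.

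The share of one-ended sites differs between the experiments, at 8.11% in Exp 1 and 1.06% in Exp 2 (adjusted p = 2.66e-05, Fisher's exact test). The difference kept its direction and stayed past the threshold in every other setting tried (site filters, single-experiment sites only, sites without CA repeats, sites with the lower peak numbers). A candidate explanation is counting noise, since Exp 1 sites were accepted from 13 tags. At 13 tags a fair strand split alone passes the 2.8-fold threshold at 9.23% of sites, and at 18 tags at 3.09%. In Exp 2 it passes at 6.36% with 19 tags, the fewest accepted, and at 1.69% with 22, against 1.06% observed. The 6.36% includes splits of exactly 2.8-fold. The paper defines one-ended both as at least 2.8-fold and as more than 2.8-fold. Under the stricter definition the share with 19 tags would be lower, and it was not computed. If noise were the cause, one-ended Exp 1 sites would be weaker peaks. Their median peak number of 34 was not distinguishable from the 37 of other sites (p = 0.673, permutation test). Without tag counts per site this decides little, and noise cannot be told apart from a real strand bias here. Tandem repeats that keep reads on one side from aligning uniquely are another candidate explanation. Any WGCW or CA repeat was found in 36.9% of one-ended and 28.7% of other Exp 1 sites (p = 0.200, Fisher's exact test), while the paper's CA annotation was at 46.2% and 31.8% (p = 0.0268, Fisher's exact test). The CA annotation is at 33.0% of Exp 1 and 32.4% of Exp 2 sites. Without these sites the one-ended shares were still 6.52% and 1.04% (p = 0.00173, Fisher's exact test). This argues against CA repeats as the whole cause of the difference. Sites with WGCW repeats were not left out in the same way, so these repeats stay open. Read length, single or paired ends, depth and duplicate removal change together with the experiment and cannot be told apart. No biological explanation of the difference was tested, as both experiments used the same treatment.

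The paper's WGCW annotation is also at different shares in the lists, 10.7% of Exp 1 and 16.9% of Exp 2 sites (adjusted p = 0.0427, Fisher's exact test). The difference is close to the threshold. Without sites on the IgH locus and sites annotated to antibody parts it was −5.97 percentage points (adjusted p = 0.0555, Fisher's exact test), and among the sites with the lower peak numbers −3.98 points (adjusted p = 0.397, same test). The longer paired reads of Exp 2 could align uniquely in repeats where the 36-bp reads of Exp 1 could not, but read length is confounded with the experiment and was not tested separately. No biological explanation was tested.

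Besides Sμ, the Exp 1 list holds 3 sites within 100 kb of it, which Fig 1B draws and the text of the paper does not discuss. The 4 sites span 97313 bp. Outside the IgH region no cluster of Exp 1 sites is as dense. Of the 792 Exp 1 sites there, 0% have at least 3 other sites within 100 kb, and the largest number of neighbors is 2. The cut-off of 3 was taken from the IgH sites themselves, so this cannot decide whether clustering anywhere in the list explains them. A hypothesis is that the 3 sites near Sμ may mark AID-dependent DSBs outside Sμ. Exp1_chr12-8 and Exp1_chr12-10 lie over constant region genes, while Exp1_chr12-21 is intergenic. None of them carries a WGCW repeat. Their densities are 1.60, 2.50 and 1.90 WGCW per 100 bp in this order, against 2.00 on the autosomes. Exp 2, whose WT library was larger, has 1 site from the IgH locus to the distal end of chromosome 12, Sμ itself, where Exp 1 has 9, so the hypothesis rests on a single culture. The Exp 1 sites there that are more than 100 kb from Sμ are not part of the hypothesis, and what they have in common with it was not tested. A difference in IgH sequence between the WT and *aid* -/- cells, or reads from other rearranged alleles, was not tested.

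Below 4 Mb, in the first assembled 1 Mb of the chromosomes, the lists hold 16 sites, against 8.72 by chance and 22 at most (p = 0.0184, permutation test with 10000 placements). Chance placement is thus argued against for both lists together, and the excess was 12 sites against 6.43 in Exp 1 (p = 0.0308, permutation test) and 4 against 2.29 in Exp 2 (p = 0.197, permutation test). The excess is not particular to AID-dependent sites, since 3 of the 28 AID-independent sites of S4 Table also lie below 4 Mb, against 0.225 by chance (p = 0.00160, permutation test). Whether sequence missing from the assembly near the centromeres plays a part was not tested, nor was a biological explanation. Leaving these sites out left the number of shared sites at 37.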

How the results depend on the processing

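The CA repeat definitions by consensus unit, by joined pieces and by alignment with gaps were chosen after the values were seen. All other alternatives were set before the deposited lists were examined, but after the paper's own tables of these sites and annotations had been read. No paired analysis was possible because the lists hold no values for *aid* -/- cells: each list already compares WT with *aid* -/- cells of the same experiment.

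Of the main results, 57 values under an alternative kept their direction and their side of the threshold or, for counts, stayed within 1.5 times. These include the number of annotations past the threshold between reproducible and other Exp 2 sites, which went from 3 to 2 with the sites of lower peak number and with centers within 250 bp, where Spt5 was no longer past it (adjusted p = 0.0939 and 0.0965, Fisher's exact test; 0.0277 with all sites). The number of shared sites stayed between 33 and 41 under the overlap rules and site filters, except that the sites with the lower peak numbers on each chromosome shared 21, from fewer sites in each list. The one-ended share stayed higher in Exp 1 under every alternative, WGCW repeats stayed above random intervals in Exp 1, Exp 2 and the reproducible sites under every alternative, and the distribution over chromosomes was not distinguishable in either setting.

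Between Exps 1 and 2, 2 of the annotations passed an adjusted p of 0.05. Without the IgH locus and antibody parts 1 did (2 at an unadjusted p under 0.05), and with the sites of lower peak number 5 did; the cause was not tested. Between reproducible AID-dependent and AID-independent sites 4 passed, and with the sites of lower peak number 0 did, also 0 at an unadjusted p under 0.05; that alternative leaves 21 of 37 reproducible sites. When all sites of 1 experiment replaced the reproducible ones, the difference in WGCW or CA annotation from AID-independent sites, 35.5 points for reproducible sites, went from −0.910 to 2.21 points across the 2 lists that each left out one replicate, with no test. The difference in WGCW annotation alone, 20.9 points and not past the threshold for reproducible sites, also changed sign, to between −14.3 and −8.10 points. The cause was not tested.

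CA repeats depended on their definition. With gaps and CA or TG at 90% of the steps, the difference from random intervals changed sign in Exp 2 (−0.0779 points) and at reproducible sites (−0.430 points), where 1 and 0 sites had such repeats. Among the values for single annotations, 174 were the same, 8 were no longer and 3 newly past the threshold, 5 moved, among them the sign changes of WGCW alone, and 10 were reversed. Besides WGCW or CA, the reversed ones were not past the threshold with all sites. With the sites of lower peak number, Pol II between Exps 1 and 2 went from 1.57 to −14.8 points and passed the threshold (adjusted p = 0.00226, Fisher's exact test), and between reproducible and other Exp 1 sites AID went from −1.46 to 7.55 points and one-ended sites from 2.83 to −2.07. Without the IgH locus and antibody parts, which removes Sμ, reproducible against other sites went to −0.531 points for translocations and −0.265 for ChIP-chip in Exp 1, and to −1.22 and −0.408 in Exp 2. With sites within 100 kb counted as 1 these were −0.698 and −0.279 in Exp 1. Of the values counted as the same, *xTSS* between reproducible AID-dependent and AID-independent sites, −3.57 points, also changed sign, to between 0.548 and 2.77 points across the lists that left out one replicate. The causes were not tested.

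Depth limits what the lists can show. The 37 reproducible and 28 AID-independent sites give wide 95% intervals, and a site missing from the Exp 1 list, whose WT library has 6031566 reads, is not shown to be absent from the cells.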

Differences from the paper's values

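The CA definitions by consensus unit, by joined pieces and by alignment with gaps were chosen after the values were seen. The other alternatives were set before the deposited lists were examined, but after the paper's own tables of these sites and annotations had been read. Alternatives said below to be set before the data were examined are meant in that sense. Of 71 values of the paper that were compared, 18 differ by more than 1.5 times. The paper's Sμ density of 19 WGCW per 100 bp, and its 43% of reproducible sites at that density, are not among the 18. The 40.5% set beside the 43% used the lower Sμ density found here, 13.7. At 19 per 100 bp, 0 of 37 reproducible sites would be counted.

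In Table 1 of the paper 0 Exp 2 sites and 0 reproducible sites are at translocation hotspots. The annotation of S2 Table marks 4 Exp 2 sites, and no alternative closed the gap. The reproducible site marked is 1, Sμ; without sites on the IgH locus and antibody parts it is 0, and the other alternatives did not close the gap. The paper's share of Exp 2 sites at *xTSS* is 10.6%, against 6.34% here for the same number of sites, 18. The paper's own 18 of 284 sites give 6.34%, so its 10.6% does not follow from its count. With the sites of lower peak number the share was 7.53%, within 1.5 times of the paper's value. That share is 11 of 146 sites, so it does not explain the gap. The other alternatives did not close it. The paper has 2 of the 4 reproducible one-ended sites as one-ended in only 1 experiment, and the annotations of S1 and S2 Tables give 4; no alternative bears on this.

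The paper's shares of sites with CA repeats of at least 100 bp are 18.6% in Exp 1, 22.5% in Exp 2, 30% at reproducible sites, 7.1% at AID-independent sites and 0.97% in random intervals. Those here are 4.37%, 4.23%, 10.8%, 0% and 0.510%. Of the alternatives set before the data were examined, counting CA repeats of any length brought Exp 1 (21.3%), Exp 2 (21.8%) and reproducible sites (35.1%) within 1.5 times, but not AID-independent sites (14.3%) or random intervals (11.2%), and the lower minimum score of 50 and leaving out the IgH locus closed no gap. Of the definitions chosen after the values were seen, alignment with gaps gave 19.6%, 20.4%, 27.0% and 7.14% for the sets of sites, all within 1.5 times, and 1.60% for random intervals, which is not. The consensus unit closed the gap for Exp 1 (12.5%), reproducible (21.6%) and AID-independent sites (7.14%), and not for Exp 2 (14.8%) or random intervals (1.67%). Joined pieces and the 90% rule with gaps closed none.

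For WGCW or CA repeats the paper's shares are 24.1%, 32.7%, 75.7%, 10.7% and 1.19% in the same order, and those here 8.86%, 13.0%, 45.9%, 3.57% and 0.700%. Any length closed the gap for Exp 1 (29.3%), Exp 2 (33.1%) and reproducible sites (73.0%), the minimum score of 50 for reproducible sites only (59.5%), and leaving out the IgH locus for none. Chosen after the values were seen, alignment with gaps closed it for all sets of sites (24.0%, 29.2%, 62.2% and 10.7%), as did the consensus unit (16.9%, 23.6%, 56.8% and 10.7%), and neither for random intervals (1.79% and 1.86%). Joined pieces and the 90% rule with gaps closed none here as well.

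The paper's median length of WGCW repeats at AID-independent sites is 100 bp, against 256 bp here; with the minimum score of 50 it was 94.5 bp, and leaving out the IgH locus did not close the gap. The paper's median length of CA repeats at reproducible sites is 315 bp, against 78 bp here. The 78 bp is over sites with any CA repeat, and the paper's text does not state which sites its median covers. Over sites with any CA repeat, no alternative set before the data were examined closed this gap. Alignment with gaps, chosen after the values were seen, gave 316 bp. Over reproducible sites with at least 100 bp of CA repeats, the median was 224.5 bp without gaps and 438.5 bp with gaps, both within 1.5 times. The gap therefore depends on the sites counted. The paper counts 11610 windows of the genome with CA repeats, against 5562 here; no alternative set before the data were examined was run over the whole genome, and alignment with gaps gave 18119, which does not close the gap. The paper's share of AID-independent sites with CA repeats of at least 50 bp is 10%, against 3.57% here. The minimum score of 50 gave 7.14%, within 1.5 times, as did the consensus unit chosen after the values were seen (10.7%), while alignment with gaps gave 21.4%.

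The legend of Fig 2 places the site of panel A on chromosome 3, and the deposited site at the primers of that assay is on chromosome 13. The legend of S3 Fig calls its site intergenic, and in GENCODE M1 the centers of both its sites are in an intron of *Tcte2*.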

Other observations

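The tests of repeat-matched placement, of chromosome X and of gene overlap in this part were chosen after the results were seen; the other tests were set before.

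Both lists could share sites because they draw on the same kinds of tandem repeat or on the same regions. When the 25 Exp 2 sites with WGCW repeats and the 58 with CA repeats found with gaps were placed on randomly chosen genomic repeats of their class, and the rest at random, 1.74 sites were shared on average and 9 at most. Sites shifted within 1 Mb shared 4 at most. Both are far from the 37 observed and argue against either explanation alone. The sharing is in line with, but does not prove, the same positions being broken in independent cultures, and reads that align differently in WT and *aid* -/- cells at the same positions in both experiments would also recur.

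WGCW repeats were more frequent at reproducible than at single-experiment sites, which could follow from the longer merged intervals or from stronger peaks. Over the 2000 bp of each Exp 1 site the shares were 35.1% and 3.01% (p = 5.19e-10, Fisher's exact test). Among Exp 1 sites with the lower peak numbers, taken as the stronger peaks, they were 42.3% of 26 and 4.22% of 379 (p = 5.38e-08, Fisher's exact test). Both explanations are argued against as the whole cause. As a hypothesis, WGCW repeats may be broken more often than other sites; the alignment of reads in repeats was not tested.

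Reproducible sites had lower peak numbers than the other sites of their list, with medians of 17 and 37.5 in Exp 1 (p = 0.00181, permutation test with 100000 resamples) and 17 and 46 in Exp 2 (p = 0.0137, permutation test). Divided by the largest number on the chromosome, the medians were 0.242 and 0.375 (p = 0.0263, permutation test), and 0.0714 and 0.207 (p = 0.00729, permutation test). The numbers in the deposited names run to a sum of 1886 over the chromosomes in Exp 1, of which 801 (42.5%) are listed, and to 4364 in Exp 2, of which 284 (6.51%) are.

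Neither list holds a site on chromosome X or Y. At the density that 1 copy of chromosome X would give relative to the autosomes, 35.6 sites would be expected on X among 1085, and the probability of 0 is 2.00e-16. Chance at that dose is excluded for these lists. The 28 AID-independent sites of S4 Table, called without the *aid* -/- control, hold 0 sites there as well. So few sites can miss chromosome X by chance at that dose, so they do not bear on the cause. The sex of the mice and whether these chromosomes were left out in processing are not stated in the paper's text, and no biological explanation was tested.

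A hypothesis that AID hotspot motifs are raised also at sites without tandem repeats was tested and not borne out. Sites were used where at least 10 random intervals had a similar GC content, which left out some sites. The remaining 550 Exp 1 sites without WGCW or CA repeats of any length have 1.98 WGCW per 100 bp, against 2.12 in random intervals without repeats matched for GC content (p = 0.0001, two-sided permutation test, the smallest p the permutations can give), so the density was slightly lower. In the 180 such Exp 2 sites it was 1.98 against 2.16 (p = 0.0001, permutation test). With sites that have CA repeats found with gaps also left out, the values were 2.00 against 2.12 in Exp 1 and 2.00 against 2.17 in Exp 2. These sites have a GC content of 47.7% in Exp 1, against 42.0% in random intervals.

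Reproducible sites overlapped annotated genes less often than the other sites of their list, 40.5% against 63.1% in Exp 1 (adjusted p = 0.0141, Fisher's exact test) and 60.7% in Exp 2 (adjusted p = 0.0387, same test). They were not distinguishable from random intervals (adjusted p = 0.741, Fisher's exact test).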
